# Radiotherapy in combination with CD47 blockade elicits a macrophage-mediated abscopal effect

**DOI:** 10.1038/s43018-022-00456-0

**Published:** 2022-11-21

**Authors:** Yoko Nishiga, Alexandros P. Drainas, Maya Baron, Debadrita Bhattacharya, Amira A. Barkal, Yasaman Ahrari, Rebecca Mancusi, Jason B. Ross, Nobuyuki Takahashi, Anish Thomas, Maximilian Diehn, Irving L. Weissman, Edward E. Graves, Julien Sage

**Keywords:** Tumour immunology, Small-cell lung cancer, Cancer

## Abstract

Radiation therapy is a mainstay of cancer treatment but does not always lead to complete tumor regression. Here we combine radiotherapy with blockade of the ‘don’t-eat-me’ cell-surface molecule CD47 in small cell lung cancer (SCLC), a highly metastatic form of lung cancer. CD47 blockade potently enhances the local antitumor effects of radiotherapy in preclinical models of SCLC. Notably, CD47 blockade also stimulates off-target ‘abscopal’ effects inhibiting non-irradiated SCLC tumors in mice receiving radiation. These abscopal effects are independent of T cells but require macrophages that migrate into non-irradiated tumor sites in response to inflammatory signals produced by radiation and are locally activated by CD47 blockade to phagocytose cancer cells. Similar abscopal antitumor effects were observed in other cancer models treated with radiation and CD47 blockade. The systemic activation of antitumor macrophages following radiotherapy and CD47 blockade may be particularly important in patients with cancer who suffer from metastatic disease.

## Abstract (web summary)

Nishiga and colleagues show therapeutic efficacy for a combination of radiotherapy and CD47 blockade, which also elicits an abscopal effect mediated by macrophages migrating into non-irradiated tumor sites and phagocytosing cancer cells.

## Main

While targeted therapies have been successfully developed against a number of cancer types, radiation therapy (radiotherapy) remains a mainstay of cancer treatment, with more than 50% of all patients with cancer receiving radiotherapy during the course of their disease^1^. The primary mode of action of radiotherapy is the direct induction of cancer cell death through acute damage to DNA^2^. Recent technological advances, including intensity-modulated radiation therapy and image-guided radiation therapy, have facilitated both dose escalation to tumors and dose sparing to surrounding normal tissues. As a result, radiotherapy is now applied effectively and safely for a growing number of patients^3^. Unfortunately, however, radiotherapy does not always lead to complete tumor elimination and its role as a focal therapy limits its use in treating metastatic disease.

These clinical observations have led to a search for strategies combining radiotherapy and other therapies. In particular, there is growing interest in combining radiotherapy with immunotherapies, most commonly strategies promoting the systemic activation of T cells^4,5^. In this context, the release of tumor antigens by dead or dying irradiated cancer cells is thought to be a mechanism that can enhance the priming of antigen-specific T cells, thereby activating an adaptive immune response against any remaining cancer cells^6,7^. This idea has led to the initiation of a number of clinical trials^8,9^; however, radiotherapy can activate both innate and adaptive immune responses, and these responses can be pro- or antitumor growth^6,7^. Therefore, it is important to continue to investigate combination therapies that include immune cell types beyond T cells.

SCLC represents ~15% of all lung cancers and causes over 200,000 deaths worldwide each year. SCLC is heavily linked to tobacco smoking. Unfortunately, the number of SCLC-related deaths continues to rise worldwide, along with increasing numbers of smokers^10,11^. A major clinical challenge is that ~65% of patients with SCLC have metastatic disease at the time of diagnosis; these patients have a 5-year survival rate of 1–2%^12^. Even patients with localized disease at diagnosis have dismal survival rates of generally less than 2 years. In patients with SCLC, radiotherapy is often combined with chemotherapy and is widely used with both curative and palliative intent^13,14^. Patients with SCLC with localized disease have been managed with first-line radiotherapy combined with chemotherapy for decades. Patients with SCLC usually respond well initially, but most patients then relapse rapidly^14^. Recently, immunotherapies focusing on the inhibition of PD-1/PD-L1 and subsequent activation of T cells, in combination with standard of care, have resulted in improved overall survival rates in patients with SCLC^15,16^; however, overall outcomes for this tumor type remain limited and there remains a great unmet need to develop more effective therapeutic approaches enhancing the activity of T cells or other immune cells^17^.

The CD47 cell surface molecule serves as a myeloid checkpoint: blockade of the interactions between CD47 expressed by cancer cells and SIRPα on the surface of macrophages alleviates a ‘don’t-eat-me’ signal, facilitating the phagocytosis of cancer cells by macrophages^18,19^. We previously found that CD47 is highly expressed on the surface of SCLC cells and that blockade of CD47 can enhance the phagocytosis of SCLC cells by macrophages^20^. Here we asked whether combining CD47 blockade and radiotherapy could synergize to inhibit the growth of SCLC tumors in preclinical models of SCLC. We made the surprising observation that CD47 blockade not only potentiates local antitumor effects of radiotherapy but also stimulates abscopal effects, inhibiting the growth of distant, non-irradiated tumors. Based on these observations, we systematically deconstructed the cellular mechanisms underlying local and abscopal responses to radiotherapy and CD47 blockade.

## Results

### CD47 blockade enhances the anti-SCLC effects of radiotherapy

Based on the frequent use of radiation in patients with SCLC and our previous findings with CD47 blockade in preclinical models of SCLC^20^, we evaluated whether irradiation of SCLC tumors could be combined with CD47 blockade to improve antitumor responses. We initially engrafted mouse SCLC cell lines into the flanks of NSG mice, which lack functional T cells, B cells and natural killer (NK) cells but retain functional monocytes and macrophages. In this context, we found that 5 Gy irradiation inhibited tumor growth and 10 Gy almost eradicated the tumors (Extended Data Fig. 1a). Based on this observation, we applied a single-fraction dose of 5 Gy in subsequent experiments to be able to identify additional antitumor effects of combination therapies. As a single-agent treatment, CD47-blocking antibody had minimal effects on the growth of tumors (Fig. 1a), possibly due to cross-reactivity to CD47 expressed on red blood cells and other cells in the body, with fewer molecules of antibody being able to bind to mouse SCLC cells^21^. In contrast, the combination treatment with irradiation and CD47 blockade significantly inhibited tumor growth (Fig. 1a). Enhanced tumor inhibition in the combination treatment correlated with a further increase in the infiltration of macrophages to the tumor microenvironment relative to either treatment alone (Fig. 1b,c). Similarly, *Cd47* knockout SCLC cells were more efficiently phagocytosed by primary macrophages in culture, as expected (Fig. 1d and Extended Data Fig. 1b) and formed smaller tumors, which was further enhanced by radiation therapy (Fig. 1e,f). Irradiation combined with a blocking antibody directed against human CD47 also enhanced antitumor effects with two human SCLC xenograft models, with increased macrophage infiltration and no significant body weight loss (Extended Data Fig. 1c–j). Finally, pharmacologic or genetic CD47 inhibition in subcutaneous mouse tumors growing in immunocompetent mice still led to enhanced tumor inhibition following irradiation, indicating that the antitumor effects observed are not adversely affected by the presence of T cells, B cells or NK cells (Fig. 1g–i). Thus, CD47 inhibition enhances the antitumor effects of local radiotherapy in murine and human preclinical models of SCLC.

**Fig. 1:**
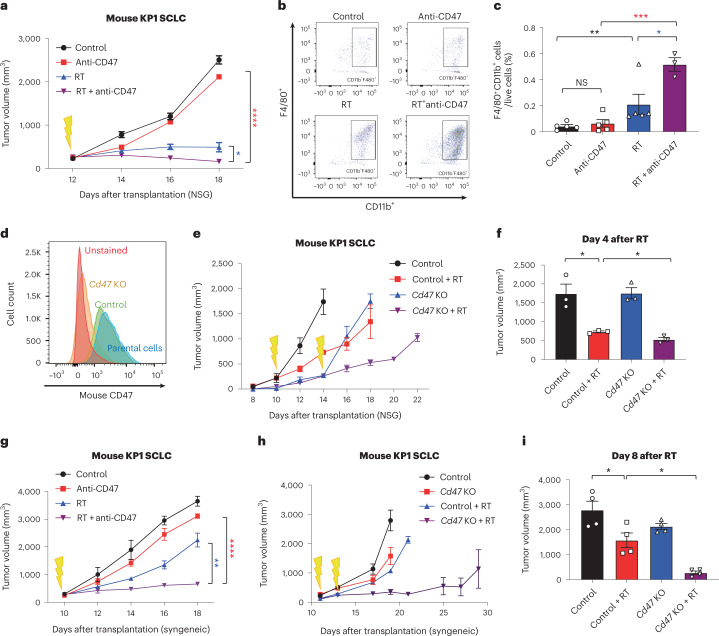
CD47 blockade enhances local tumor inhibition following irradiation of SCLC tumors. **a**, Growth curves of KP1 SCLC allografts in immunodeficient NSG mice with the indicated treatments. *n* = 4 (RT + anti-CD47) or *n* = 5 (control, anti-CD47 and RT) mice. ****P < 0.0001, *P = 0.0159. **b**, Tumor-infiltrating macrophages (CD11b^+^F4/80^+^) identified by flow cytometry from tumors collected in **a**. **c**, Quantification of tumor-infiltrating macrophages from **b**. Data are representative of *n* = 2 independent experiments. *n* = 3 (RT + anti-CD47) or *n* = 5 (control, anti-CD47 and RT) tumors. **P = 0.0079, *P = 0.0320, ****P = 0.0002. **d**, CD47 expression for KP1 or KP1 *Cd47* knockout cells by flow cytometry. **e**, Growth curves of KP1 control and *Cd47* knockout allografts in NSG mice. **f**, Quantification of tumor volume 4 d after radiation. *n* = 1 experiment with *n* = 3 tumors per condition. *P = 0.0170, *P = 0.0279. **g**, Growth curves of KP1 SCLC allografts in B6129SF1 immunocompetent recipient mice with the indicated treatments. *n* = 1 experiment with *n* = 3 (RT + anti-CD47) or *n* = 4 (control, anti-CD47 and RT) tumors. **h**, Growth curves of KP1 control and *Cd47* knockout SCLC allografts in immunocompetent syngeneic mice. Tumors were irradiated at two different time points to account for the slower growth of *Cd47* knockout cells. **i**. Quantification of tumor volume 8 d after radiation. *n* = 1 experiment with *n* = 4 tumors. *P = 0.0286, *P = 0.0390. Two-tailed Student’s *t*-tests following two-way analysis of variance (ANOVA) were performed in **a** (*P* < 0.0001) and **g** (*P* < 0.0001). Two-tailed Student’s *t*-tests following one-way ANOVA were performed in **c** (*P* = 0.001), **f** (*P* = 0.0006) and **i** (*P* < 0.0001). Error bars represent s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Source data

### CD47 blockade promotes abscopal effects in SCLC

Clinical case reports have described so-called ‘abscopal effects’ of radiation therapy, where irradiation of a tumor mass results in antitumor effects on another non-irradiated tumor lesion in the same individual^22^. The mechanisms mediating these abscopal effects remain poorly understood but are commonly thought to involve the adaptive immune system through tumor-associated antigen cross-priming and activation of cytotoxic CD8^+^ T cells^23–25^. Because CD47 blockade has also been associated with activation of antitumor T cells in some contexts^26–28^, we sought to evaluate whether inhibition of CD47 could facilitate abscopal responses to irradiation.

We first engrafted mouse SCLC cells into both flanks of immunocompetent recipient mice and allowed tumors to grow for approximately 2 weeks. Radiotherapy was delivered focally to only the tumor on the right side of each mouse, with or without concurrent systemic anti-CD47 antibody treatment (Fig. 2a). Similar to mice with a single tumor, radiotherapy and CD47 blockade had an enhanced local inhibitory effect on the irradiated tumors compared to individual treatments (Fig. 2b, left). Notably, mice treated with the combination therapy had significantly smaller non-irradiated tumors compared to mice given either treatment alone (Fig. 2b, right). Similar results were observed using a fractionated radiotherapy schedule (20 Gy in five fractions) that more closely resembles the regimen that patients with SCLC undergo in the clinic and that almost completely eliminated the irradiated tumor (Fig. 2c,d). This effect was also observed when we irradiated liver metastases and measured the growth of subcutaneous SCLC tumors in the same mice (Fig. 2e–h). In all of these settings, using different doses of radiation and tumors at different sites, the abscopal effect was only visible following the combination therapy.

**Fig. 2:**
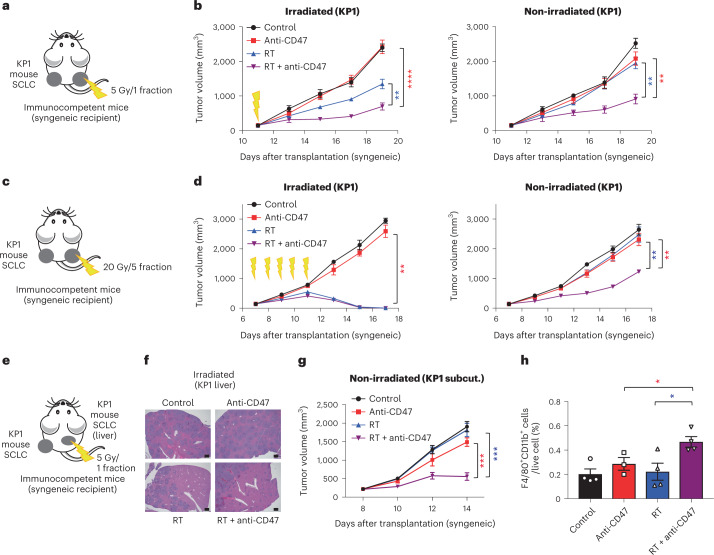
The combination of radiotherapy and CD47 blockade leads to abscopal effects in preclinical mouse models of SCLC. **a**, Mouse KP1 SCLC cells were engrafted into both flanks of B6129SF1 immunocompetent syngeneic mice and only right-side tumors were irradiated. **b**, Growth curves of KP1 SCLC allografts as in **a** with the indicated treatments (irradiated tumors on left, non-irradiated tumors on right). *n* = 1 experiment with *n* = 4 (RT) or *n* = 5 (control, anti-CD47 and RT + anti-CD47) mice. Irradiated tumors, ****P < 0.0001, **P = 0.0061; non-irradiated tumors, **P = 0.0012, **P = 0.0020. **c**, Mouse KP1 SCLC cells were engrafted into both flanks of B6129SF1 immunocompetent syngeneic mice. Right-side tumors received 20 Gy in five fractions. **d**, Growth curves of KP1 SCLC allografts with the indicated treatments in irradiated and non-irradiated control tumors. *n* = 1 experiment with *n* = 5 mice (two tumors per mouse). Irradiated tumors, **P = 0.0079; non-irradiated tumors, **P = 0.0079, **P = 0.0079. **e**, KP1 cells were both intravenously injected and engrafted into the right side of flank of B6129SF1 mice. The cells that were injected intravenously formed liver metastases. Only these liver metastases were irradiated. **f**, Representative image of liver sections stained with hematoxylin and eosin (H&E). Scale bar, 500 µm. *n* = 1 experiment with *n* = 5 mice. **g**, Growth curves of non-irradiated KP1 SCLC subcutaneous (subcut.) allografts. *n* = 1 experiment with *n* = 5 mice. ***P = 0.0003, ***P = 0.0003. **h**, Quantification of tumor-infiltrating macrophages (CD11b^+^F4/80^+^) identified by flow cytometry from subcutaneous non-irradiated tumors collected in **e**. *n* = 1 experiment with *n* = 3 (anti-CD47) or *n* = 4 (control, RT and RT + anti-CD47) tumors. *P = 0.0440, *P = 0.0251. Two-tailed Student’s *t*-tests following two-way ANOVA were performed in **b** (irradiated tumors, *P* < 0.0001; non-irradiated tumors, *P* = 0.0003), **d** (irradiated tumors, *P* < 0.0001; non-irradiated tumors, *P* < 0.0001) and **g** (*P* < 0.0001). Two-tailed Student’s *t*-tests following one-way ANOVA were performed in **h** (*P* = 0.016). Error bars represent s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Source data

### Abscopal responses in SCLC are independent of T cells

Based on the commonly accepted model of T cells mediating abscopal responses, we expected that the abscopal effects observed in this model with radiotherapy and CD47 blockade would be decreased or eliminated in the absence of active cytotoxic T cells; however, when we depleted CD8^+^ T cells by in vivo treatment with anti-CD8 antibodies (Fig. 3a,b), this depletion did not prevent stimulation of an abscopal effect in mice treated with the combination therapy (Fig. 3c and Extended Data Fig. 2a). Accordingly, infiltration of T cells was not increased by the combination therapy compared to either treatment alone (Extended Data Fig. 2b). A second mouse SCLC allograft model with more prominent T-cell infiltration (KP3) responded similarly to radiotherapy and CD47 blockade in immunocompetent syngeneic hosts and T-cell-deficient NSG hosts (Fig. 3d,e and Extended Data Fig. 2c–e), further indicating that T cells are not required for the observed abscopal effects in the context of CD47 blockade.

**Fig. 3:**
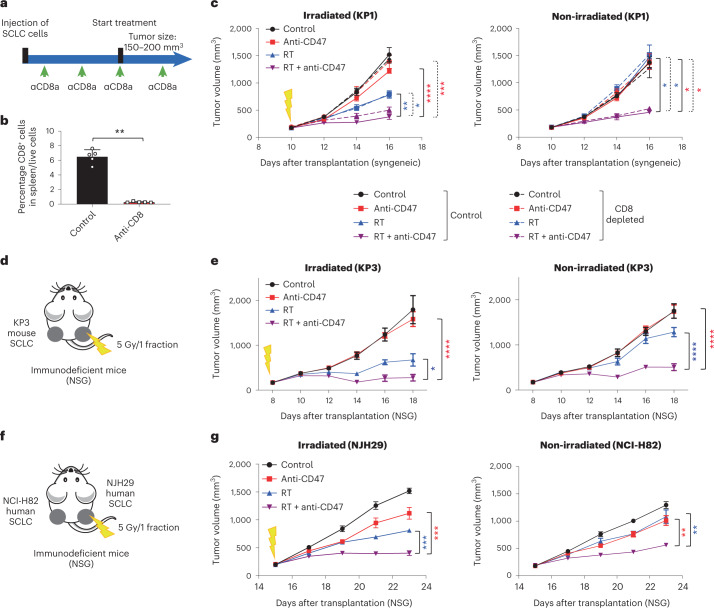
The abscopal effects induced by the combination of radiotherapy and CD47 blockade are independent of T cells. **a**, Mouse KP1 SCLC cells were engrafted into both flanks of B6129SF1 immunocompetent syngeneic mice and only right-side tumors were irradiated. Schematic of the depletion of CD8^+^ T cells following anti-CD8 antibody treatment. **b**, Analysis of splenic T cells by flow cytometry as in **c**. *n* = 1 experiment with *n* = 5 tumors. **P = 0.0079. **c**, Growth curves of KP1 SCLC allografts with the indicated treatments. *n* = 1 experiment with *n* = 5 mice except RT + anti-CD47/control and RT + anti-CD47/CD8 depletion (*n* = 4 mice). See independent experiment in Extended Data Fig. 2a. Irradiated tumors, ****P < 0.0001; ***P = 0.007, **P = 0.0016, *P = 0.0109; non-irradiated tumors, *P = 0.0159, *P = 0.0159, *P = 0.0159, *P = 0.0159. **d**, As in **a** with mouse KP3 cells engrafted into both flanks of NSG immunodeficient mice. **e**, Growth curves of KP3 allografts as in **d** with the indicated treatments. *n* = 1 experiment with *n* = 6 (control, anti-CD47 and RT) or *n* = 7 (RT + anti-CD47) tumors. Irradiated tumors, ****P < 0.0001, *P = 0.0229; non-irradiated tumors, ****P < 0.0001. **f**, As in **a** with human NCI-H82 and NJH29 SCLC cells were engrafted into NSG immunocompromised mice and only NJH29 tumors were irradiated. **g**, Growth curves of SCLC xenografts as in **f** with the indicated treatments. *n* = 1 experiment with *n* = 5 mice. Irradiated tumors, ***P = 0.0002, ***P = 0.0001; non-irradiated tumors, **P = 0.0079, **P = 0.0079. Two-tailed unpaired Student’s *t*-tests were performed in **b**. Two-tailed Student’s *t*-tests following two-way ANOVA were performed in **c** (irradiated tumors, *P* < 0.0001; non-irradiated tumors, *P* < 0.0001), **e** (irradiated tumors, *P* < 0.0001; non-irradiated tumors, *P* < 0.0001) and **g** (irradiated tumors, *P* < 0.0001; non-irradiated tumors, *P* < 0.0001). Error bars represent s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Source data

To further test whether abscopal effects observed in the combination therapy are independent of T cells, we performed experiments with xenograft models in NSG mice. We used four human SCLC cell lines (NJH29, NCI-H82, NCI-H69 and NCI-H526) representing different subtypes of SCLC. The induction of abscopal responses by radiotherapy combined with CD47 blockade or *CD47* knockout was observed for all of these models, along with increased recruitment of macrophages to both the irradiated and non-irradiated sites (Extended Data Figs. 3a–f and 4a–f). Radiotherapy combined with CD47 blockade also produced significant survival benefits in the NCI-H526 xenograft model (Extended Data Fig. 4g). Moreover, when mice were transplanted with NJH29 cells in the right flank and NCI-H82 cells in the left flank, representing two models derived decades apart from two patients with SCLC, irradiation of NJH29 xenografts also led to the inhibition of NCI-H82 xenografts on the contralateral non-irradiated side in the combination therapy group (Fig. 3f,g). These results further indicate that the antitumor abscopal effects observed upon irradiation and CD47 blockade are not due to an adaptive immune system response against specific tumor antigens.

### Macrophages are required for abscopal responses in SCLC

The observation that T cells are not required for abscopal effects upon irradiation and CD47 blockade raised the question of the cellular mechanisms underlying these effects. We focused on SCLC models to answer this question. Because the main consequence of CD47 blockade is activation of phagocytosis by macrophages, we evaluated whether macrophages themselves were required. Indeed, we found that depletion of macrophages by in vivo treatment with anti-CSF1 antibodies led to an abrogation of abscopal effects in both immunocompetent and immunodeficient mice bearing SCLC allografts (Fig. 4a–c and Extended Data Fig. 5a–c).

**Fig. 4:**
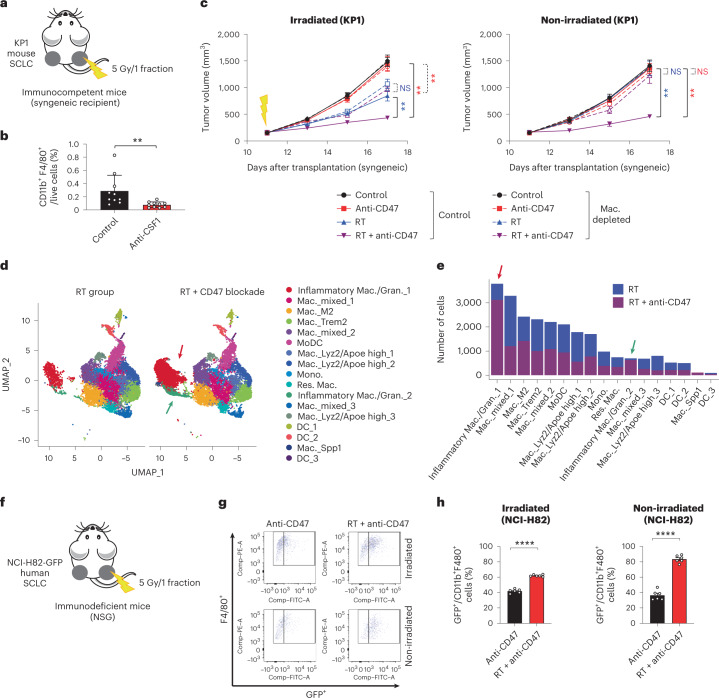
Inflammatory macrophages mediate abscopal effects induced by radiotherapy and CD47 blockade. **a**, Mouse KP1 SCLC cells were engrafted into both flanks of B6129SF1 immunocompetent syngeneic mice and only right-side tumors were irradiated. **b**, Macrophages were depleted using an anti-CSF1 antibody, as quantified by flow cytometry (CD11b^+^F4/80^+^ cells) from the tumors of mice in the control group with or without anti-CSF1 antibody on day 17. *n* = 1 experiment with *n* = 5 mice (two tumors per mouse), *P* = 0.0010. **c**, Growth curves of KP1 SCLC allografts as in **a**,**b** with the indicated treatments. *n* = 1 experiment with *n* = 5 mice (two tumors per mouse). Irradiated tumors, **P = 0.0079, **P = 0.0011, **P = 0.0038; non-irradiated tumors, **P = 0.0079, **P = 0.0079. NS, not significant; Mac., macrophages. **d**, Uniform Manifold Approximation and Projection (UMAP) dimension 1 and 2 plots of viable CD45^+^ cells in non-irradiated KP1 tumors in NSG mice in the RT and RT/CD47-blockade treatment groups. Cell clusters are colored by cell populations. Colored arrows point to two groups of inflammatory macrophages whose numbers increase in non-irradiated tumors in the RT/CD47-blockade treatment group. **e**, Number of cells in each subpopulation identified in the scRNA-seq analysis in the two treatment groups. **f**, Human NCI-H82 cells stably expressing green fluorescent protein (GFP) were engrafted into both flanks of NSG mice and only right-side tumors were irradiated. **g**, Example of a flow cytometry analysis of CD11b^+^F4/80^+^ macrophages also positive for GFP (indicative of phagocytosis) in the two treatments were irradiated. Schematic of the depletion on CD11b^+^ cells. **h**, Quantification of **g**. Phagocytosis was measured 6 d after treatment start as the percentage of CD11b^+^F4/80^+^ macrophages that are also GFP^+^. *n* = 1 experiment with *n* = 6 mice. ****P < 0.0001. Two-tailed Student’s *t*-tests following two-way ANOVA were performed in **c** (irradiated tumors, *P* < 0.0001; non-irradiated tumors, *P* < 0.0001). Two-tailed Student’s *t*-tests were performed in **b** and **h**. Error bars represent s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Source data

As a first step toward understanding the mechanisms underlying abscopal responses mediated by macrophages upon radiotherapy and CD47 blockade in vivo, we sought to better characterize the populations of macrophages present in unirradiated tumors. To this end, we performed single-cell RNA sequencing (scRNA-seq) of CD45^+^ leukocytes at non-irradiated sites in mice treated either with radiotherapy alone (no abscopal responses observed) or radiotherapy and CD47 blockade (abscopal responses observed) in immunocompromised NSG mice. This analysis identified several populations of monocytes/macrophages and dendritic cells (Fig. 4d,e and Extended Data Fig. 5d). Myelomonocytic cells exist in multiple states^29^ and tumor-associated macrophages in particular exist in a spectrum of phenotypes between M1-like antitumor or M2-like protumor macrophages^30^. We found no differences in the number of M1-like and M2-like macrophages between the two treatment groups, as well as no differences in dendritic cells in the scRNA-seq analysis (Fig. 4d,e), which was confirmed in an independent experiment by flow cytometry (Extended Data Fig. 6a–f). The most striking differences between the two treatment groups was the increase in populations of macrophages with inflammatory features in the radiotherapy and CD47 blockade group compared to radiotherapy alone, including two populations with features of inflammatory macrophages/granulocytes (Fig. 4d,e and Extended Data Fig. 5d). Macrophages expressing these markers of inflammation have been associated with antitumor properties^31,32^. Furthermore, the signature of the inflammatory macrophage populations increased in the combination treatment group was distinct from a population of monocyte/macrophages associated with an immunosuppressive microenvironment and tumor recurrence in SCLC^33^ (Extended Data Fig. 6g). Notably, phagocytosis of GFP-expressing SCLC cells by macrophages was increased in vivo in non-irradiated tumors from mice treated by radiotherapy and CD47 blockade compared to CD47 blockade alone (Fig. 4f–h). These observations suggest a model in which the antitumor effects of irradiation and CD47 blockade are mediated by inflammatory macrophages with phagocytic capacity toward cancer cells.

### Irradiation of SCLC cells activates inflammatory responses

When we evaluated the transcriptional responses of mouse SCLC cells to irradiation in culture by bulk RNA sequencing, we found that the Gene Ontology (GO) biological processes associated with the top genes induced 24 hours after radiation were enriched for inflammation and stress response (Fig. 5a, Extended Data Fig. 7a–c and Supplementary Tables 1–4). Accordingly, cytokine arrays identified increased secretion of cytokines known to recruit and activate macrophages, including CSF1, CCL2 and MCP3 (also known as CCL7)^34^ in the supernatant of irradiated mouse SCLC cells compared to controls (Extended Data Fig. 7d and Supplementary Table 5). These results were validated at the RNA level in the same cell line, a second mouse SCLC cell line (KP3) and a human SCLC cell line (NCI-H82) (Fig. 5a,b). Accordingly, we found that the supernatant of irradiated mouse SCLC cells enhances the phagocytic ability of primary mouse bone marrow-derived macrophages ex vivo (Fig. 5a,c and Extended Data Fig. 7e–g), as well as their migratory ability (Extended Data Fig. 7h–i). These experiments in culture suggested that irradiation of SCLC cells may lead to the activation of antitumor macrophages, in part through secretion of stimulatory cytokines.

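Bulk RNA sequencing covered 2 control cultures and 3 irradiated cultures of KP1, a mouse SCLC cell line. The irradiated cultures received 5 Gy, and all cells were collected at the 24 h time point. The authors quantified the reads of each library with Salmon and deposited the estimated number of reads and the TPM (abundance scaled within each library) of 113116 transcripts, with no normalization between libraries. The estimated reads summed to 31036317 in control replicate 2 and to 26432466 in control replicate 3. In irradiated replicates 1, 2 and 3 they summed to 24469945, 21185956 and 27243557. Transcripts were assigned to genes with the GENCODE M21 annotation of GRCm38 (mm10), which named 112762 of them (99.69%). The estimated reads were then summed over the transcripts of each gene and rounded to whole numbers. Irradiated and control cells were compared with edgeR's quasi-likelihood test after TMM normalization and edgeR's filter on low counts, and p values were adjusted by the Benjamini-Hochberg method over the 14106 genes kept. The libraries differed in the length of the transcripts they sampled. The mean transcript length, weighted by reads, was 5463 and 4729 bases in control replicates 2 and 3 and 3715, 3625 and 3998 bases in irradiated replicates 1, 2 and 3. With 2 libraries against 3, an exact two-sided permutation test on a single gene cannot give a p below 0.1, so the adjusted p values rest on the spread that edgeR shares across genes.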

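Whole Reactome gene sets stood in for GO terms, and camera, a competitive gene set test run on edgeR's model, compared each of 846 sets with all other genes. Its p comes from z scores of the counts, not from the mean log2 fold changes printed beside it. In KP1 cells 24 h after irradiation, the 217 genes of the set cellular responses to stress had a mean log2 fold change 0.144 above that of the other genes, and 122 of them had a log2 fold change above 0. The adjusted p was 0.637 by camera with Benjamini-Hochberg adjustment. The paper's enrichment was of its top induced genes, so this comparison over all genes is another test. Its stress term also listed ribosomal hits, while leaving out ribosomal protein and proteasome genes kept 213 of the 217 genes here. The 151 genes of cytokine signaling in immune system differed from the other genes by −0.039 (adjusted p = 0.903 from camera), with 75 genes above 0. Respiratory electron transport, a set chosen because the respiratory chain leads Supplementary Table 3, differed by 0.872 (adjusted p = 3.05e-16 from camera), with 65 of its 75 genes above 0. The genes of this set had a median transcript length of 743 bases, and an offset that removed each library's trend with transcript length lowered the difference to 0.391 (adjusted p = 3.52e-07 from camera). The same offset turned the difference of the cytokine set to 0.027. With the correlation between genes estimated from the data in place of a fixed 0.01, the adjusted p of respiratory electron transport from camera was 0.714, and across its alternatives the adjusted p ran from 2.76e-23 to 0.714. Replicate numbers 2 and 3 occurred in both groups and number 1 in the irradiated group alone. A block on the number therefore gives irradiated replicate 1 no weight and leaves 1 degree of freedom for the spread between libraries. With the replicate number as a block, the differences were 0.088 for stress, −0.022 for cytokine signaling and 0.918 for respiratory electron transport, with adjusted p values of 0.766, 0.868 and 1.95e-19 from camera. Across genes, the log2 ratio of replicate 2 to replicate 3 in the control group correlated at −0.196 with that in the irradiated group, so libraries with the same number did not deviate together. A block with the numbers 2 and 3 exchanged in the irradiated group, chosen after the data were seen, gave 0.089, −0.025 and 0.921. From the GO terms of its induced genes (Supplementary Table 3) the paper turns to the cytokines these cells secrete.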

**Fig. 5:**
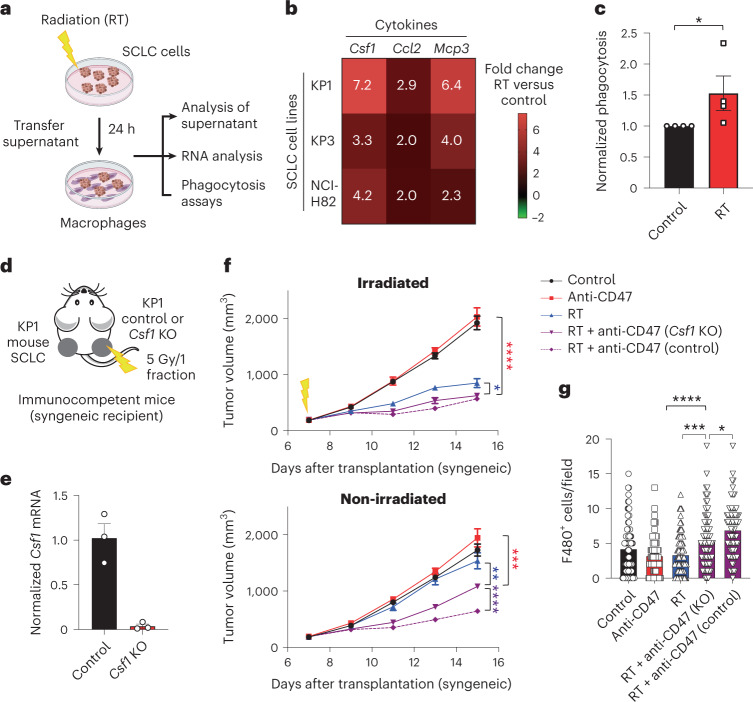
Inflammatory macrophages respond to CSF1 produced by irradiated SCLC cells to mediate abscopal responses. **a**, Schematic of the analysis of the response of SCLC cells to RT in culture. **b**, Heat map of relative mRNA levels for *Csf1*, *Ccl2* and *Mcp3* in irradiated KP1 and KP3 mouse SCLC cells and NCI-H82 human SCLC cells compared to non-irradiated control cells. *n* = 2 independent experiments (average values are shown). **c**, Flow cytometry analysis of in vitro phagocytosis assays with bone-marrow-derived macrophages and KP1 cells fluorescently labeled with calcein AM. *n* = 4 independent experiments shown as the average of technical triplicates. *P = 0.0286. **d**, Mouse KP1 control or *Csf1* knockout (KO) SCLC cells were engrafted into the right flank of B6129SF1 immunocompetent syngeneic mice, with control KP1 cells on the left flank. Only the right side of tumors was irradiated. **e**, Relative mRNA level by quantitative PCR with reverse transcription (RT–qPCR) for *Csf1* in KP1 control and *Csf1* knockout cells. *n* = 3 technical replicates. **f**, Growth curves of KP1 allografts as in **d** at the irradiated and non-irradiated sites. *n* = 1 experiment with *n* = 8 mice. Irradiated tumors, ****P < 0.0001, *P = 0.0289; non-irradiated tumors, ***P = 0.0003, **P = 0.0081, ****P < 0.0001. **g**, Histological quantification of macrophage infiltration in non-irradiated KP1 control and *Csf1* knockout tumors by immunostaining for F4/80 as in **f**. Each symbol represents one field quantified. *n* = 1 experiment with *n* = 7 (anti-CD47) or *n* = 8 (control, RT and RT + anti-CD47 (*Csf1* KO) and RT + anti-CD47 (control)) mice. ****P < 0.0001, ***P = 0.0002, *P = 0.0177. Two-tailed unpaired Student’s *t*-tests were performed in **c**. Two-tailed Student’s *t*-tests following two-way ANOVA were performed in **f** (irradiated tumors, *P* < 0.0001; non-irradiated tumors, *P* < 0.0001). Two-tailed Student’s *t*-tests following one-way ANOVA were performed in **g** (*P* < 0.0001). Error bars represent s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Source data

To test this model in vivo, we focused on CSF1 as a lead candidate based on our in vitro data with cytokine arrays and because CSF1 secretion by irradiated cancer cells has been shown to recruit macrophages to the irradiated tumor site in other contexts^35^. We found that knockout of *Csf1* alone (Fig. 5d–f) or *Csf1* and *Ccl2* (Extended Data Fig. 7j–l) specifically in SCLC cells at the irradiated site significantly decreased abscopal responses of wild-type SCLC cells on the contralateral side. This decrease in abscopal responses when irradiated cells were *Csf1* knockout was correlated with a reduction in the number of macrophages recruited to non-irradiated sites in the combination treatment group (Fig. 5g). In contrast, irradiation of healthy tissue was not sufficient to induce abscopal responses (Extended Data Fig. 7m). These data suggest that secretion of CSF1 and other inflammatory cytokines by SCLC cells at the irradiated tumor site contributes to the ability of macrophages to migrate to the non-irradiated site to induce abscopal responses.

### CD47 blockade is required at the non-irradiated site

We found no differences in the cell cycle signature of non-irradiated tumors between the two treatment groups in the scRNA-seq analysis, suggesting that the increase in macrophage numbers observed in non-irradiated tumors upon irradiation and CD47 blockade is not due to increased proliferation (Extended Data Fig. 8a). In contrast, the inflammatory macrophages/granulocytes whose numbers increased in the combination treatment group have a strong migratory signature (Fig. 6a), supporting the increased migratory potential of macrophages observed ex vivo (Extended Data Fig. 7h,i) and in tumors (Figs. 1c and 2h and Extended Data Figs. 1f,j, 4c,e and 6c). Analysis of clinical data collected from patients with breast and rectal cancer treated with radiotherapy suggested that irradiation stimulates the recruitment of macrophages to the tumor microenvironment (Extended Data Fig. 8b). While clinical trials of radiotherapy and CD47 blockade have not yet been pursued, we observed potential abscopal responses in a patient with SCLC treated with radiotherapy and M7824, a bifunctional fusion protein targeting the PD-L1 and transforming growth factor (TGF)-β pathway^36,37^ (Extended Data Fig. 9a,b). In this patient, we found an increase in monocytes/macrophages, as well as CD8^+^ T cells in post-radiotherapy tumors (Extended Data Fig. 9c). These data further support the possibility that infiltration of macrophages can play a role in abscopal responses in patients with SCLC.

**Fig. 6:**
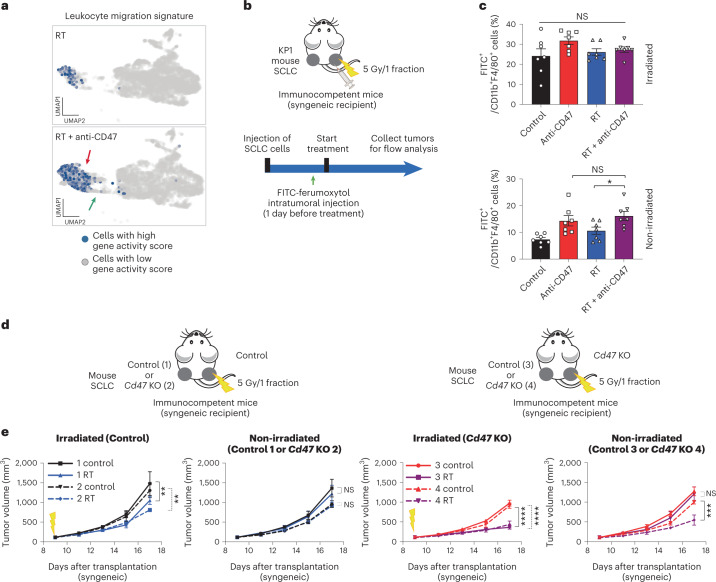
The abscopal effect is mediated by macrophages activated by CD47 blockade at the non-irradiated site. **a**, Representation of a gene signature associated with leukocyte migration in the scRNA-seq dataset. **b**, Schematic of in vivo macrophage migration assays using FITC-ferumoxytol, an iron oxide nanoparticle compound that is preferentially phagocytosed by tumor-associated macrophages. **c**, FITC-ferumoxytol was injected to right-side KP1 tumors as in **b** 24 h before the start of the treatment (RT or RT + anti-CD47). Shown is the quantification of CD11b^+^F4/80^+^ macrophages that are also FITC^+^ 5 d after the start of treatment. *n* = 1 experiment with *n* = 7 mice. *P = 0.0249. **d**, Mouse KP1 control and *Cd47* knockout SCLC cells were engrafted in the indicated combinations into both flanks of B6129SF1 immunocompetent syngeneic mice and only right-side tumors were irradiated; 1–2, wild-type tumors were irradiated; and 3–4, *Cd47* knockout tumors were irradiated. **e**, Growth curves of KP1 SCLC allografts as in **d** with the indicated treatments. *n* = 1 experiment with *n* = 5 (two control, two RT and three RT), *n* = 6 (one RT, three control, four control and four RT) or *n* = 7 (one control) mice. Irradiated (control), **P = 0.0083, **P = 0.0030; irradiated (*Cd47* KO), ****P < 0.0001; non-irradiated tumors, ***P = 0.0001. Two-tailed Student’s *t*-tests following one-way ANOVA were performed in **c** (irradiated tumors, *P* = 0.1332; non-irradiated tumors, *P* = 0.0017). Error bars represent s.e.m. *P < 0.05. Two-tailed Student’s *t*-tests following two-way ANOVA were performed in **e** (irradiated tumors, *P* < 0.0001; non-irradiated tumors, *P* < 0.0001; irradiated tumors, *P* < 0.0001; non-irradiated tumors, *P* < 0.000). Error bars represent s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Source data

To further evaluate the migratory potential of macrophages in vivo in response to CD47 blockade and irradiation, we labeled macrophages within the irradiated tumor through local injection of FITC-ferumoxytol, a fluorescently-tagged iron oxide nanoparticle that is preferentially phagocytosed by macrophages^38^ (Fig. 6b and Extended Data Fig. 9d). In these experiments, CD47 blockade alone and in the context of combination therapy led to more labeled macrophages at the non-irradiated sites compared to radiotherapy alone (Fig. 6c), indicating that CD47 blockade can potentiate not only phagocytosis but also migratory phenotypes in vivo.

These results raised the question of whether systemic blockade of CD47 was necessary for the observed abscopal effects. To address this question, we examined tumor growth in pairs of wild-type and *Cd47* knockout allografts, without systemic treatment with CD47-blocking antibodies. When irradiated tumors were composed of wild-type cells, no abscopal effects were observed whether the non-irradiated tumors were wild-type or *Cd47* knockout (Fig. 6d,e, conditions 1 and 2). When irradiated tumors were composed of *Cd47* knockout cells, abscopal effects were observed only when the non-irradiated tumors were also composed of *Cd47* knockout cells (Fig. 6d,e, conditions 3 and 4). These results indicate that systemic CD47 blockade is not necessary for abscopal effects but that it is required at both the irradiated and non-irradiated tumors.

### Abscopal responses upon CD47 blockade are not limited to SCLC

These observations in mouse and human preclinical models of SCLC and the increased presence of monocytes/macrophages in breast and colon tumors after irradiation raised the question whether abscopal responses could also be induced in other cancer models in response to the combination of radiotherapy and CD47 blockade. Indeed, T-cell independent abscopal effects upon radiotherapy and CD47 blockade were also observed in a xenograft model of lymphoma (Ramos cells, grown in immunodeficient NSG mice) (Extended Data Fig. 10a,b). Similar results were observed in an allograft model of colon cancer (MC38, grown in syngeneic C57BL/6J mice), along with the recruitment of macrophages to the non-irradiated site (Fig. 7a–d and Extended Data Fig. 10c), indicating that the induction of abscopal responses observations is not limited to SCLC. In contrast to SCLC tumors, which rarely respond strongly to T-cell checkpoint inhibitors, MC38 cells are a well-established model to investigate the responses of cytotoxic T cells against cancer cells, including PD-1/PD-L1 blockade^39^. PD-1 blockade enhanced the long-term abscopal antitumor effects of irradiation and CD47 blockade in this model (Fig. 7e), which was accompanied by an increase in both macrophages and T cells (Fig. 7f). Thus, while T cells are not required for abscopal responses upon CD47 blockade, the triple therapy (radiotherapy, CD47 blockade and PD-1 blockade) may have additional antitumor effects in some contexts.

**Fig. 7:**
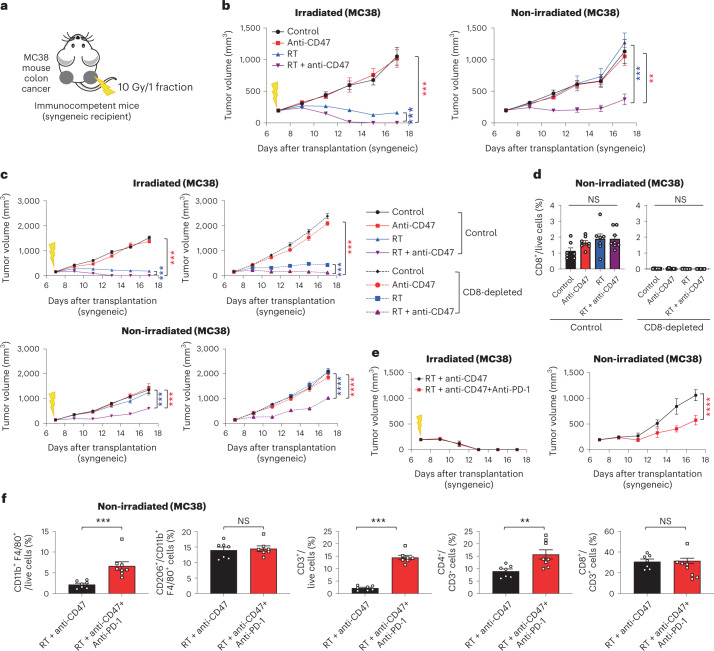
Activation of T cells by PD-1 blockade enhances abscopal effects upon radiation therapy and CD47 blockade in a colon cancer model. **a**, Mouse colon cancer MC38 cells were engrafted into both flanks of C57Bl/6 immunocompetent syngeneic mice and only right-sided tumors were irradiated. **b**, Growth curves of MC38 allografts with the indicated treatments in irradiated and non-irradiated tumors. *n* = 1 experiment with *n* = 6 (control, anti-CD47 and RT) or *n* = 7 (RT + anti-CD47) mice. Irradiated tumors, ***P = 0.0006, ***P = 0.0006; non-irradiated tumors, **P = 0.0015, ***P = 0.0002. **c**, As in **a** with MC38 allografts in C57BL/6 mice except that CD8^+^ T cells were depleted with anti-CD8 antibody treatment. *n* = 1 experiment with *n* = 7 mice except RT + anti-CD47 (*n* = 8 mice). Irradiated tumors (control), ***P = 0.0002, ***P = 0.0002; irradiated tumors (CD8-depleted), ***P = 0.0006, ***P = 0.0006; non-irradiated tumors (control), ***P = 0.0003, ***P = 0.0003; non-irradiated tumors (CD8-depleted), ****P < 0.0001. **d**, Quantification of tumor-infiltrating CD8^+^ T cells in non-irradiated tumors from **f**. *n* = 1 experiment with *n* = 7 mice except RT + anti-CD47 (*n* = 8 mice). **e**, Growth curves of MC38 allografts with the indicated treatments in irradiated and non-irradiated tumors. *n* = 1 experiment with *n* = 7 (RT + anti-CD47) or *n* = 8 (RT + anti-CD47 + anti-PD-1) mice (two tumors per mouse). ****P < 0.0001. **f**, Quantification of tumor-infiltrating macrophages, M2-like macrophages, total T cells, CD4^+^ T cells and CD8^+^ T cells in non-irradiated tumors from **e** by flow cytometry. *n* = 1 experiment with *n* = 7 (RT + anti-CD47) or 8 (RT + anti-CD47 + anti-PD-1) mice. ***P = 0.0003, ***P = 0.0006, **P = 0.0078. Two-tailed Student’s *t*-tests following two-way ANOVA were performed in **b** (irradiated tumors, *P* < 0.0001; non-irradiated tumors, *P* < 0.0001), **c** (irradiated tumors, *P* < 0.0001; non-irradiated tumors, *P* < 0.0001) and **e** (irradiated tumors, *P* = 0.7841; non-irradiated tumors, *P* < 0.0001). Two-tailed Student’s *t*-tests following one-way ANOVA were performed in **d** (control, *P* = 0.0908; CD8-depleted, *P* = 0.4161). Two-tailed Student’s *t*-tests were performed for **f**. Error bars represent s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Source data

## Discussion

Radiation-induced systemic antitumor effects were first defined by Mole in 1953 (ref. ^40^) and have been associated with activation of systemic immunity^24^. Emerging evidence suggests that immune-checkpoint inhibitors such as PD-1/PD-L1 inhibitors and CTLA-4 blockade can facilitate systemic effects by activating the adaptive immune system, including cytotoxic CD8^+^ T cells^23–25,41^; however, thus far, abscopal responses in the clinic remain relatively rare^8,42^ and despite continuing preclinical investigation, it has proven difficult to reproducibly achieve abscopal responses in the clinic. The radiation dose and fractionation applied along with additional chemotherapy as well as the host immune microenvironment each seem to influence induction of a subsequent abscopal response^43^. Our studies to systematically deconstruct the cellular mechanism underlying abscopal responses using in vivo models of SCLC and other cancer types indicate that these responses can be achieved potently and reproducibly by blocking CD47 and activating macrophages (Extended Data Fig. 10d).

While T-cell based immunotherapies have led to improved overall survival rates in patients with SCLC in combination with standard-of-care treatment^15,16^, the long-term beneficial effects of these strategies remain limited to a small number of patients. Low expression of major histocompatibility complex I molecules on the surface of SCLC cells and the subsequent lack of tumor antigen presentation^44^ as well as a generally immunosuppressive tumor microenvironment with few infiltrating cytotoxic CD8^+^ T cells^45^ may explain the limited efficacy of treatment with anti-PD-1/PD-L1 (ref. ^46^). In contrast, SCLC tumors can have high levels of macrophage infiltration^20,47^. While tumor-associated macrophages often have protumor effects in part via immune suppressive mechanisms^48,49^, greater numbers of macrophages in SCLC tumors have been associated with improved survival^50^. Given that radiotherapy is a common treatment option for patients with SCLC and that several clinical trials to test anti-CD47 antibody efficacy against hematologic malignancies and solid tumors are ongoing^51–54^, our preclinical findings could be readily tested in the clinic in patients with SCLC and other cancers. In patients with SCLC, the combination of radiotherapy and CD47 blockade may improve treatment of primary tumors or metastases treated directly with radiotherapy but could also reduce the growth of distant lesions in patients with widespread metastatic disease that are difficult to irradiate in total^14^.

In tumors, CD47 blockade may increase phagocytosis in M1-like but also M2-like macrophages^55^, thus possibly promoting an antitumor microenvironment. Notably, our observations also suggest that it may be possible to alleviate some of the adverse side effects of systemic CD47 blockade such as anemia^52^ by targeting the delivery of CD47-blocking agents to tumors. Our data further suggest that it may also be possible in future studies to identify combinations of cytokines that mimic in part the effects of radiation therapy and/or CD47 blockade to potentiate the effects of these treatments and/or limit their side effects. Recently, other ‘don’t-eat-me’ cell surface molecules such as CD24, PD-L1 and β2-microglobulin, have been reported^56–58^. It remains to be determined whether blockade of these molecules also activate abscopal responses in SCLC and other tumors via mechanisms similar to CD47 blockade.

Loss of the CD47 ligand SIRPα in macrophages can lead to the activation of antigen-specific cytotoxic T cells following radiotherapy in preclinical models^59^. The combination of radiotherapy and inhibition of PD-L1 can lead to activation of T cells and but also phagocytic macrophages in glioblastoma preclinical models^60^. Thus, while we have demonstrated the potential of T-cell-independent abscopal effects through combination of radiotherapy and CD47 blockade, there may nevertheless be further interactions between innate and adaptive immune responses that could be clinically important. Activating both T cells and macrophages may further enhance systemic antitumor effects in the context of radiotherapy in patients. These findings along with the number of clinical trials currently evaluating the efficacy of radiotherapy and immunotherapies, such as anti-PD-1/PD-1, suggest that future studies should investigate whether abscopal effects can be recapitulated clinically using this strategy. Furthermore, additional work is needed to evaluate the generality of this response in other cancer models and to determine the relative role of the innate and acquired immune systems in these effects.

## Methods

### Ethics statement

Mice were maintained according to practices prescribed by the National Institutes of Health (NIH) at Stanford’s Research Animal Facility and by the Institutional Animal Care and Use Committee at Stanford. Additional accreditation of Stanford animal research facility was provided by the Association for Assessment and Accreditation of Laboratory Animal Care. The patient with SCLC was provided written informed consent. The trial was conducted under an institutional review board approval (National Cancer Institute (NCI) identifier, 18-c-0110).

### Cell lines and culture

Human NCI-H82, NCI-H69 and NCI-H526 SCLC cells were obtained from the American Type Culture Collection. NJH29 human SCLC cells were described before and were propagated in our laboratory^61^. RNA-seq analysis of NJH29 was performed in our laboratory^62^. NCI-H82 and NJH29 cells belong to the SCLC-N subtype, NCI-H69 cells the SCLC-A subtype and NCI-H526 cells to the SCLC-P subtype^63^. 

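KP1 expression of 3 transcription factors and of the genes altered in this model was read from the control cultures of the bulk RNA sequencing, and mutations were not assessed. *Neurod1* lies on chromosome 2 of GRCm38 from 79452521 to 79456751 and had 8.72 ± 0.410 TPM (SD, n = 2 control libraries). *Yap1*, on chromosome 9 from 7931999 to 8004596, had 0.253 ± 0.0641 TPM (SD, n = 2), from 16 and 21 reads. *Pou2f3*, on chromosome 9 from 43123939 to 43210369, had 0 reads in control replicate 2 and 1 read in control replicate 3, under the 3 reads taken as the smallest detectable number. *Rb1*, on chromosome 14 from 73183673 to 73325822, had 62.0 ± 5.47 TPM (SD, n = 2), and *Trp53*, on chromosome 11 from 69580359 to 69591873, had 6.01 ± 2.82 TPM (SD, n = 2). After irradiation *Rb1* had a log2 fold change of −0.47 (standard error 0.14, adjusted p = 0.0455 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which moved to −0.06 (adjusted p = 0.786 from edgeR) with the offset for transcript length. *Trp53*, *Neurod1* and *Yap1* had log2 fold changes of 0.64, 0.01 and −2.00, with adjusted p values of 0.23, 0.99 and 0.0909 from edgeR. With the replicate number as a block, which the check of −0.196 on same-numbered libraries did not favor, the log2 fold changes of *Rb1*, *Trp53*, *Neurod1* and *Yap1* were −0.42, 0.57, −0.19 and −1.86. None of these 4 values under the block had an adjusted p under 0.05 from edgeR, the smallest being 0.356. *Cd47*, on chromosome 16 from 49800533 to 49915010, had a log2 fold change of −0.44 (standard error 0.19, adjusted p = 0.114 from edgeR) and of −0.63 (adjusted p = 0.165 from edgeR) under the block. Without irradiated replicates 1, 2 and 3 in turn it was −0.62, −0.33 and −0.37 (adjusted p = 0.0479, 0.289 and 0.258 from edgeR). With effective length offsets and with the GC offset it was −0.17 and −0.29 (adjusted p = 0.634 and 0.297 from edgeR). *Rb1*, without the same replicates in turn, was at −0.42, −0.45 and −0.55 (adjusted p = 0.119, 0.134 and 0.0553 from edgeR). With the replicate numbers crossed, a block chosen after the data were seen, *Cd47* was at −0.63 (adjusted p = 0.00276 from edgeR) and *Rb1* at −0.42 (adjusted p = 0.0156 from edgeR). Either block leaves 1 degree of freedom for the spread between libraries. The same −0.63 for *Cd47* thus had an adjusted p of 0.165 or 0.00276 from edgeR.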

*Rb/p53* mutant mouse SCLC KP1 and KP3 cells were previously described and propagated in our laboratory^64^ (SCLC-A subtype). All SCLC cells and Ramos cells were cultured in RPMI-1640 supplemented with 10% fetal bovine serum (Hyclone), 1× GlutaMax (Invitrogen) and 100 U ml^−1^ penicillin and 100 µg ml^−1^ streptomycin (Invitrogen). Cell lines were grown in suspension and dissociated by gently pipetting. MC38 cells and J774 cells were cultured in DMEM supplemented with 10% fetal bovine serum (Hyclone) and 100 U ml^−1^ penicillin and 100 µg ml^−1^ streptomycin (Invitrogen). Cell lines were cultured in humidified incubators at 37 °C with 5% carbon dioxide. All cell lines are routinely tested (Lonza) and confirmed to be free of mycoplasma contamination.

### Knockout cells

KP1 *Cd47* KO and control cells were previously described^20^. The single guide RNAs (sgRNAs) for *CD47*, *Csf1* and *Ccl2* were purchased from Synthego. We added 12 µl of SE buffer (Lonza, V4XC-1032) to each well of a 96-well v-bottom plate. Then 3 µl of sgRNA (300 pmol) was added to the SE buffer. An aliquot of 0.5 µl of Alt-R S.p. Cas9 (Integrated DNA Technologies, 1081059) was added to 10 µl of SE buffer. Next, Cas9 was added to the sgRNA solution, mixed thoroughly and incubated at 37 °C for 15 min to form the ribonucleoproteins. NJH29 cells or KP1 cells were pelleted, counted and resuspended to 10^6^ cells per reaction in 5 µl of SE buffer. Cells and the ribonucleoprotein solution were added to each nucleofection well chamber. Cells were immediately nucleofected using the Lonza 4D-NucleofectorTM X Unit (Lonza, AAF-1002X) with the EN150 program. After nucleofection, warm RPMI medium was added to the cells. The cells were incubated at 37 °C for 15 min and then transferred to a 24-well plate with 1 ml RPMI medium. Editing efficiency was evaluated 4 d later by FACS or RT–qPCR.

### In vivo SCLC models

All experiments using mice were performed as per protocols by the NIH at Stanford’s Research animal facility and by the Institutional Animal Care and Use Committee at Stanford. Nod.Cg-Prkdc^scid^IL2rg^tm1WjI^/SzJ (NSG) mice (Jackson Laboratories, stock no. 005557) were used for experiments in immunodeficient recipients. B6.129S F1 mice (Jackson Laboratories, stock no. 101043) were used for experiments in immunocompetent recipients. Mice were engrafted with 10^6^ cancer cells in antibiotic-free serum-free medium with a 1:1 mixture of Matrigel (BD Matrigel, 356237) at 6–15 weeks of age. Both male and female were used (no selection for sex of mice). The tumors did not exceed the 1.75-cm diameter permitted by our animal protocol.

For allograft models, tumors were allowed to grow for 10–14 d and then mice were randomized into treatment groups with PBS or 200 µg anti-mouse CD47 antibody (MIAP410, Bio X Cell) every other day and/or radiation. The radiation dose was 5 Gy unless otherwise stated. For KP1 *Cd47* KO allografts, tumors were irradiated when the average tumor size reached around 150–300 mm^3^, day 10 for KP1 control and day 14 for KP1 *Cd47* KO cells in NSG mice and day 11 for KP1 control and day 13 for KP1 *Cd47* KO cells in B6.129 S F1 mice. In the experiments with subcutaneous tumors and liver tumors in the same mice, 10^6^ KP1 cells in PBS were intravenously injected and 10^6^ KP1 cells in antibiotic-free serum-free medium with a 1:1 mixture of Matrigel were engrafted into the right flanks of B6.129S F1 mice on the same day. Tumors were allowed to grow for 8 d and then mice were randomized into treatment groups with PBS or 200 µg anti-mouse CD47 antibody every other day and/or radiation to liver metastases. In the experiment with normal tissue irradiation, 10^6^ KP1 cells in antibiotic-free serum-free medium with a 1:1 mixture of Matrigel were engrafted into the left flanks of B6.129S F1 mice. Tumors were allowed to grow for 6 d and then mice were randomized into treatment groups with PBS or 200 µg anti-mouse CD47 antibody every other day and/or radiation (5 Gy/1 fraction) to right flanks (without tumors).

For xenograft models, tumors were allowed to grow for 10–14 d and then the mice were randomized into treatment groups with PBS or 400 µg anti-human CD47 antibody (B6H12, Bio X Cell) every day and/or radiation. The radiation dose was 5 Gy unless otherwise stated. Mice were treated with 10 mg kg^−1^ anti-CD8a antibody (2.43, Bio X Cell) twice per week for CD8^+^ T-cell depletion, 10 mg kg^−1^ anti-CSF1 antibody (5A1, Bio X Cell) three times per week for macrophage depletion^35^ and 10 mg kg^−1^ anti-PD-1 antibody (RMP1-14, Bio X cell) twice per week for T-cell experiments.

For all treatment models, therapeutic agents were administered by intraperitoneal injection. For all models, tumor growth was monitored by tumor dimension measurements that were used to calculate tumor volume. Tumor volumes were calculated as 0.5 × length × width^2^.

### In vivo colon cancer model

C57BL/6J mice (Jackson Laboratories, stock no. 000664) were used for experiments in immunocompetent recipients. Mice were engrafted with 0.5 × 10^6^ MC38 cells in antibiotic-free serum-free medium with 1:1 mixture of Matrigel at 6–15 weeks of age. Tumors were allowed to grow for 7 d and then mice were randomized into treatment groups with PBS or 200 µg anti-mouse CD47 antibody every other day and/or radiation (10 Gy/1 fraction).

### In vivo lymphoma model

NSG mice were used for experiments in immunodeficient recipients. Mice were engrafted with 2 × 10^6^ Ramos cells in antibiotic-free serum-free medium with 1:1 mixture of Matrigel at 6–15 weeks of age. Tumors were allowed to grow for 18 d and then mice were randomized into treatment groups with PBS or 400 µg anti-human CD47 antibody (B6H12, Bio X Cell) every day and/or radiation (5 Gy/1 fraction).

### Radiation

Animal irradiation was performed using a PXi X-rad SmART cabinet irradiator (Precision X-Ray)^65^. Mice were anesthetized using isoflurane through a nose cone supplied to the animal stage. Computed tomography images were acquired using a beam energy of 40 kVp, a beam filter of 2 mm Al and a voxel size of 0.2 mm. Treatment planning was performed with the RT image software package, v.3.13.1. A 10-mm collimator was used to target tumors while sparing adjacent normal tissue. In the experiment with normal tissue irradiation, the same 10-mm collimator was used, irradiating the flank with no tumor. Therapeutic irradiations were performed using an X-ray energy of 225 kVp and a current of 13 mA producing a dose rate of 241 cGy min^−1^ at the isocenter. The procedure described by AAPM TG-61 was used to commission and calibrate the irradiator and to ensure dosimetric accuracy through biannual quality assurance, using ion chamber and radiochromic film measurements.

### RNA sequencing and analysis

For RNA-seq analysis, cell pellets were collected and sent to Novogene for RNA extraction and Illumina sequencing. Reads were quantified based on the mouse reference genome mm10 using Salmon^66^ using default settings. Differentially expressed genes were obtained using DESeq2 (ref. ^67^) using Independent Hypothesis Weighting (IHW) for *P* value correction^68^. Plots were generated ggplot2 (https://ggplot2.tidyverse.org). Genes were selected by filtering for log_2_ fold change (FC) >1.5 or <−1.5 with corrected *P* value <0.05. 

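At these thresholds, 230 genes were higher and 268 were lower in irradiated than in control KP1 cells by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 3 irradiated libraries lay above both control libraries for 228 of the 230 genes and below both for each of the 268 genes. Among all tested genes, 59.4% had groups that did not overlap, where chance gives 20% for a single gene. Genes varied together, with 61.6% of the variance on the first principal component. A difference between libraries other than irradiation could thus also raise this share. With the transcript in place of the gene as the unit, 0 of 40440 transcripts passed in either direction, while 5047 higher and 3360 lower transcripts had an unadjusted p under 0.05. With the replicate number as a block, 187 genes were higher and 114 were lower, and the check of the pairing gave the same −0.196 across genes. With the crossed pairing, 275 genes were higher and 207 were lower.

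*Selenbp1*, on chromosome 3 of GRCm38 from 94933056 to 94944758, had 10.3 ± 0.339 CPM (counts scaled by edgeR; SD, n = 2) in control and 41.1 ± 5.45 CPM (SD, n = 3) in irradiated cells. Its log2 fold change was 1.99 (standard error 0.19, adjusted p = 0.00825 from edgeR), and its near-identical copy *Selenbp2* had at most 2 reads in any library. *Bnip3*, *Bckdha* and *Aldoc* had log2 fold changes of 1.84, 1.65 and 2.24, each with an adjusted p of 0.00825 from edgeR. The pseudogene *Rps16-ps2* had a log2 fold change of 1.58 and is uncertain, since its sequence matches *Rps16*. Among the lower genes, *Cep250*, *Knl1* and *Zfhx2* had log2 fold changes of −1.51, −1.65 and −1.99, and their transcripts are 7128, 6509 and 6815 bases long. *Gm10052* had 2757 and 1569 reads in the control libraries and 0 in each irradiated library, at least 637-fold lower, and *Gm2223* had 509 and 269 reads against 0, at least 114-fold lower. Both are uncertain, because their sequences match *Hnrnpa1* and *Eif2s3x*.

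The median transcript length was 908 bases for the genes higher, 3297 bases for the genes lower and 2502 bases for all tested genes. In the decile of shortest transcripts (81 to 1020 bases) the median log2 fold change was 0.77, and 138 genes were higher and 39 lower. In the decile of longest transcripts (5266 to 123179 bases) it was −0.78, and 0 genes were higher and 86 lower. With an offset for transcript length, 39 genes were higher and 116 were lower, of which 36 and 91 were also found without it. With that offset the log2 fold changes of *Selenbp1* and *Aldoc* were 1.67 and 2.01, while *Bnip3*, *Bckdha* and *Rps16-ps2* were at 1.40, 1.42 and 1.11, under the fold change threshold, as were *Cep250*, *Knl1* and *Zfhx2* at −0.71, −0.94 and −1.22. Of 285 genes that the readable part of Supplementary Table 2 lists as induced at these thresholds, 254 were tested here and 248 of those had a log2 fold change above 0. Of the 285, the untested genes included, 160 (56.1%; 95% exact binomial confidence interval 50.2 to 62) were among the 230. This overlap comes from the same libraries and shows no stability of the calls.

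**Figure D1:**
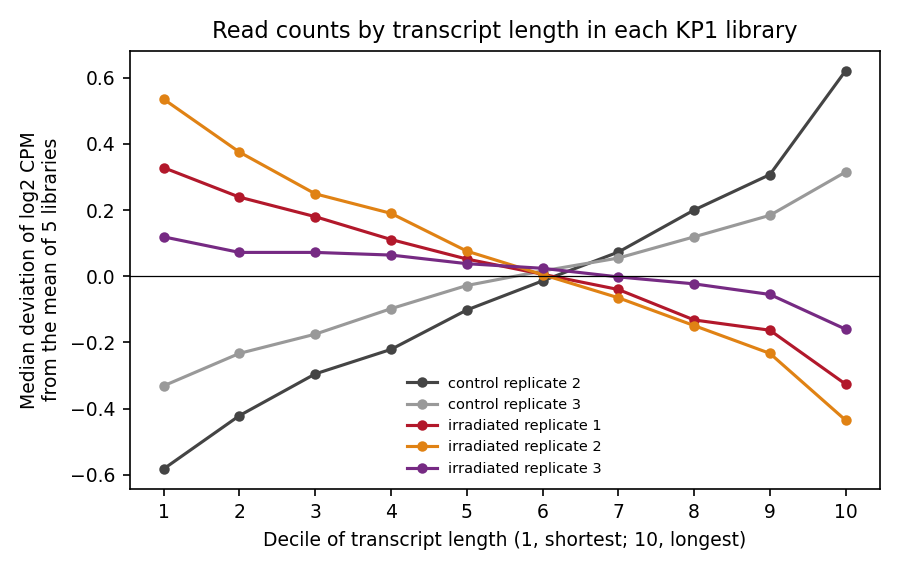
Median deviation of log2 CPM from the mean of the 5 KP1 libraries (vertical axis) in 10 deciles of transcript length (horizontal axis, shortest to longest), with a line per library. In the longest decile the medians are 0.621 and 0.315 in the control libraries and −0.326, −0.435 and −0.16 in the irradiated libraries.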

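Over-representation of Reactome sets among the genes higher in irradiated KP1 cells was tested with one-sided Fisher's exact tests against all tested genes, over 841 sets of 10 to 500 tested genes. After Benjamini-Hochberg adjustment 21 sets were enriched, 27 having an unadjusted p under 0.05. They belonged to translation and the ribosome and to the respiratory chain. Eukaryotic translation termination had 18 of its 82 genes among the genes higher, where 1.34 were expected (adjusted p = 3.32e-13 from Fisher's exact test). In 10000 random draws of genes matched on transcript length, 8.15 were expected for this set (adjusted p = 0.0535 from the draws), and 0 sets passed, while 22 had an unadjusted p under 0.05. Among the genes higher under the transcript length offset, 0 sets passed as well and 6 had an unadjusted p under 0.05. Calls made with the replicate number as a block gave 23 sets (pairing check −0.196 across genes).

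For the terms on tumor necrosis factor production, acute inflammatory response, macrophage migration and cellular responses to stress, Supplementary Table 3 lists hits that correspond to 21 genes here, ribosomal genes aside. All 21 had log2 fold changes above 0, from 0.92 to 2.30, and all 3 irradiated libraries above both control libraries. Since the paper selected these genes as induced from the same libraries, their shared direction is no independent check. Of the 21 genes, 15 had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, and 20 with adjustment over the list alone. Past both thresholds were 14 genes, against 18 with DESeq2, 19 without a filter on low counts, 12 with the replicate number as a block and 3 with the transcript length offset. With the block and the length offset 0 were past both, while 17 were higher at an unadjusted p under 0.05. Across the 3 fits that each left out an irradiated replicate, 7 to 17 genes were past both. The 21 genes had a median transcript length of 1135 bases. *Mif*, on chromosome 10 of GRCm38 from 75859353 to 75860240, had 109 ± 32.6 CPM (SD, n = 2) in control and 311 ± 85.0 CPM (SD, n = 3) in irradiated cells. Its log2 fold change was 1.51 (standard error 0.29, adjusted p = 0.0115 from edgeR), and 0.98 with the transcript length offset. *Car9*, on chromosome 4 from 43506966 to 43513729, had a log2 fold change of 2.30 (standard error 0.48, adjusted p = 0.0143 from edgeR), and *Pparg*, on chromosome 6 from 115360951 to 115490399, had 0.92 (standard error 0.57, adjusted p = 0.251 from edgeR). *Gstp1* and *Gstp2* had log2 fold changes of 0.94 and 2.18, and the division of reads between these near-identical genes is uncertain.

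**Figure D2:**
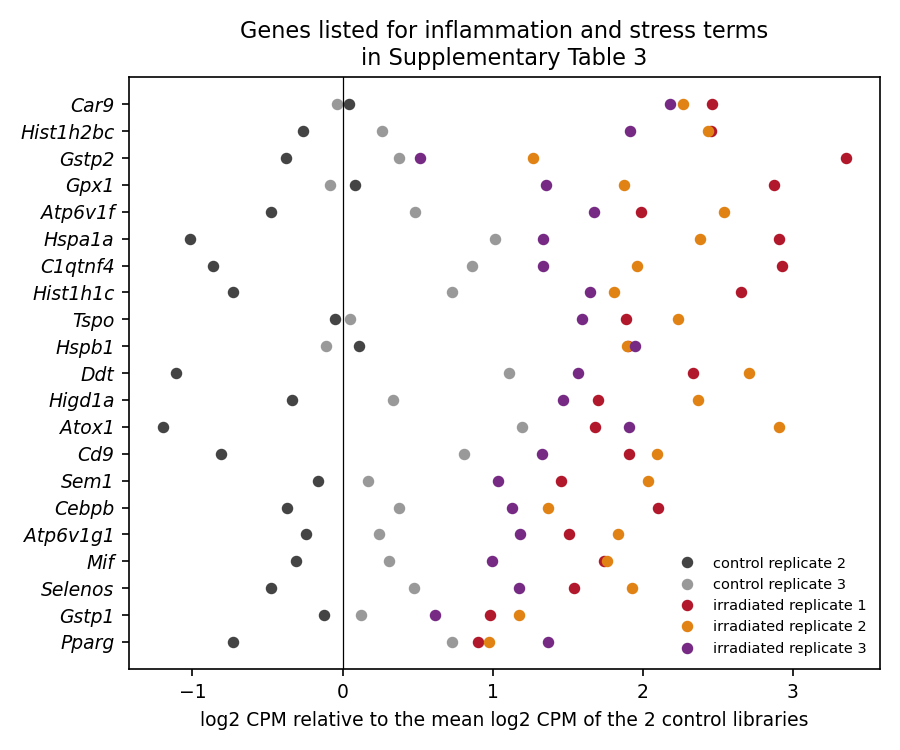
Log2 CPM of the 21 genes in each KP1 library (horizontal axis), relative to the mean log2 CPM of the 2 control libraries, with a point per library and a line of points per gene (vertical axis). Every irradiated point lies to the right of both control points of its gene, by small margins for *Gstp2*, where the higher control is at 0.38 and the lowest irradiated library at 0.52, and for *Pparg*, at 0.73 and 0.9.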

GO pathway analysis was performed using Metascape^69^.

### Single-cell RNA sequencing and analysis

NSG mice were engrafted with 10^6^ mouse SCLC KP1 cells in antibiotic-free serum-free medium with a 1:1 mixture of Matrigel in both flanks. Tumors were allowed to grow for 7 d and then mice were randomized into treatment groups with PBS or 200 µg anti-mouse CD47 antibody every other day and radiation (5 Gy/1 fraction). After 6 d, tumors were removed and single-cell suspensions were prepared. Cells were resuspended in PBS, counted, Fc receptors were blocked with CD16/32 antibody (BioLegend) and cells were stained with Brilliant Violet 421 anti-mouse CD45 antibody (1:200 dilution, 103133, 30-F11, BioLegend) and 4,6-diamidino-2-phenylindole (DAPI). CD45-positive, DAPI-negative cells were selected with flow cytometry. Then, 5,000–10,000 cells per samples were barcoded and libraries were generated using the V2 10x Chromium system. The samples were aggregated and sequenced using NovaSeq with a target of 30,000 reads per cell.

For pre-processing of scRNA-seq data, the scRNA-seq data from each sample were individually pre-processed using the CellRanger v.6.0 pipeline. Briefly, fastq files generated through the mkfastq function were aligned to the mm10 reference genome using the CellRanger count function with default parameters. Next, the CellRanger aggr function was utilized to normalize and combine the feature–barcode matrices of samples belonging to the same treatment group. The downstream analysis on these datasets was performed using the Seurat v.4 package.

For quality control, batch correction and sample integration, Seurat objects corresponding to each treatment condition were generated separately using the aggregated filtered barcode matrix files (CellRanger output) and initial quality control steps were performed to remove low-quality cells and doublets. Cells with >10% mitochondrial reads and <500 and >6,000 expressed genes were removed from the Seurat objects alongside heterotypic doublets identified using the DoubletFinder package. Next, the normalization and scaling of the count data was performed with the sctransform function. Additionally, during this normalization step, the effect of confounding factors such as differences in cell quality was regressed out and the top variable features were determined. Using the 3,000 variable genes thus identified as input, principal-component analysis was performed and the top 30 principal components were retained which explained 65% of the variance. Lastly, the two Seurat objects (RT and RT + CD47 blockade) were integrated based on ‘anchor’ cell populations found in both conditions, which yielded a matrix of 20,608 genes by 24,710 cells profiled from the two treatment conditions (RT, 12,261 cells; RT + CD47 blockade, 12,449 cells). The median number of molecules/cells was 11,898 and the median number of genes/cells was 3,124. Subsequent cell clustering (resolution of 0.5) and visualization of the cells in UMAP space were performed on the integrated object.

For establishing cluster identity and to unbiasedly determine the cell type of the 19 distinct clusters identified in the integrated dataset, the scMCA package was utilized to map the identity to each cell to the publicly available mouse cell atlas (MCA v.2.0.0). To speed up the analysis, the integrated Seurat object was randomly downsampled to 14,000 cells and scMCA was run on the top 3,000 highly variable genes. While each cell in the single-cell dataset was mapped to three possible cell identities in MCA, the highest confidence identity was considered for downstream analysis. Next, the most frequent cell type in each cluster was determined, which was then used to rename cluster identity. Macrophage clusters that had more than one predominant cell type (>30%) were labeled as ‘mixed macrophages’. This analysis also identified two small populations which corresponded to contaminating cancer cells and T cells in our dataset. These two clusters were removed before further downstream analysis. The cell-type identity thus determined was further confirmed by looking at marker genes’ expression pattern in our dataset. To identify differential genes, the differentially expressed gene in each cluster and those between the two treatment conditions, were determined using the FindMarkers() function implemented through Seurat. This analysis uses a nonparametric Wilcoxon test to determine marker genes, which based on our cutoff had avglog_2_(FC) > 0.5 and adjusted *P* value <1 × 10^−5^.

Identifying cells with active gene sets: The AUCell package was used to identify cell populations expressing specific gene sets. AUCell analysis was performed on the integrated gene expression matrix obtained after SCT normalization. The expression matrix was split according to treatment condition (RT versus RT + CD47) and analyzed individually. The two active gene sets assessed in this manuscript were ‘Leukocyte migration upon inflammation’ (obtained from msigDB) and the ‘Fibrogenic macrophage’ gene set obtained from Chan et al. (top 50 marker genes of this population was used in the analysis). Cell ranking, area under the curve calculation and cell assignment were implemented using default parameters. To obtain the final plots showing gene set projection on the UMAP, an area under the curve threshold of 0.25 was used for the leukocyte gene set and a threshold of 0.4 was used for the fibrogenic gene set (for both treatment conditions). The proliferation status of the cells in our dataset was determined using the CellCycleScoring() function of Seurat. Briefly, the function calculates a G2/M and S phase score to each cell based on the combined expression of a two pre-curated gene sets ‘g2m genes’ and ‘s genes’, respectively. Based on this scoring, the function assigns the G1, S or G2/M cell cycle phase to each cell (with the G1 phase corresponding to cells not expressing either S or G/2M genes). We used this cell-cycle phase assignment to generate the plots depicted in the figures.

### Determining immune cell abundance in patient tumor samples

CIBERSORTx^70^ (https://cibersortx.stanford.edu/) was used to enumerate immune cell abundance in patient tumor samples that underwent transcriptomic profiling. Processed data from GSE59733 (refs. ^71,72^) and GSE15781 (ref. ^73^) were downloaded from Gene Expression Omnibus (GEO)^74^. Genes were annotated and for genes with multiple probes, only the probe with the maximum mean value across all samples was included. Unannotated genes were excluded. Mixture files were analyzed with CIBERSORTx and the ‘Impute Cell Fractions’ Analysis Module was applied using the LM22 (ref. ^75^) signature matrix with absolute mode, batch correction, quantile normalization and 1,000 permutations. Values for merged cell subsets (monocytes/macrophages, T cells and CD4^+^ T cells) were determined by combining values of respective individual subsets.

### Macrophage differentiation and phagocytosis assays

Mouse macrophages were differentiated as previously described^20^. Briefly, mouse macrophages were differentiated from the bone marrow of B6.129S F1 mice. Unfractionated bone marrow cells were cultured in RPMI + GlutaMax with 10% fetal bovine serum, 100 U ml^−1^ penicillin and 100 µg ml^−1^ streptomycin and 10 ng ml^−1^ murine M-CSF (Peprotech). In vitro phagocytosis assays were performed as previously described^20^. Briefly, SCLC cell lines labeled with calcein AM (Invitrogen) or FITC-conjugated beads (Cayman, 500290) were used as targets. Macrophages were washed twice with PBS, then incubated with 1× TrypLE for approximately 10 min in a humidified incubator at 37 °C. Macrophages were removed from the plates using gentle pipetting, then washed twice with serum-free RPMI. Phagocytosis reactions were carried out using 50,000 macrophages and 100,000 target cancer cells for 2 h in a humidified 5% CO_2_ incubator at 37 °C in 96-well U-bottom plates. After co-culture, cells were washed with PBS and stained with BV785-labeled anti-CD11b (CloneM1/70, BioLegend) to identify mouse macrophages. Assays were analyzed by flow cytometry using a LSRFortessa (BD Biosciences). Phagocytosis was measured as the number of CD11b^+^ calcein AM^+^ macrophages, quantified as a percentage of total CD11b^+^ macrophages.

### Migration assay

In vitro migration ability was assessed in the Transwell migration system with membranes with 8-μm pore size (BioVision, K906). Mouse macrophages were cultured in the top wells and SCLC conditioned medium with or without irradiation was added in the bottom wells. Migrated cells were lysed and detected 48 h after using a BioTek plate reader with Gen5 software.

### Flow cytometry

To create cell suspensions, tumors were removed, finely chopped and suspended in PBS. Tumors were digested with collagenase/dispase for 30 min at 37 °C then filtered through a 40-µm mesh. Cells were resuspended in red blood cell lysis buffer for 1 min at room temperature. Cells were resuspended in PBS, counted, Fc receptors were blocked with CD16/32 antibody (BioLegend) and then 10^6^ cells were stained with conjugated antibody cocktail for 20 min on ice. Cells were washed two times in PBS and then resuspended for flow cytometry analysis.

### In vivo phagocytosis analysis

Mice were engrafted with 10^6^ NCI-H82-GFP-luc cancer cells in antibiotic-free serum-free medium with 1:1 mixture of Matrigel (BD Matrigel, 356237) at 6–15 weeks of age. Tumors were allowed to grow for 10–14 d and then the mice were randomized into treatment groups with PBS or 400 µg anti-human CD47 antibody (B6H12, Bio X Cell) every day and/or radiation. After 6 d, tumors were removed and single-cell suspensions were prepared as described above. Cells were resuspended in PBS and counted, Fc receptors were blocked with CD16/32 antibody (BioLegend) and then 10^6^ cells were stained with conjugated antibody cocktail for 20 min on ice. Cells were washed twice in PBS and then resuspended for flow cytometry analysis. Phagocytosis was measured as the percentage of CD11b^+^F4/80^+^ macrophages that were also GFP^+^.

### In vivo migration analysis

Mice were engrafted with 10^6^ cancer cells in antibiotic-free serum-free medium with 1:1 mixture of Matrigel (BD Matrigel, 356237) at 6–15 weeks of age. Tumors were allowed to grow for 10–14 d and then the mice were randomized into treatment groups with PBS or 200 µg anti-mouse CD47 antibody (MIAP410, Bio X Cell) every other day and/or radiation. FITC-ferumoxytol was injected to the right side of tumors 24 h before the start of radiation. After 6 d, tumors were removed and single-cell suspensions were prepared as described above. Cells were resuspended in PBS and counted, Fc receptors were blocked with CD16/32 antibody (BioLegend) and then 10^6^ cells were stained with conjugated antibody cocktail for 20 min on ice. Cells were washed twice in PBS and then resuspended for flow cytometry analysis. In vivo migration was measured as the percentage of CD11b^+^F4/80^+^ macrophages that were also FITC^+^ in the non-irradiated tumors.

### Immunoblot

Cells were lysed and sonicated in RIPA buffer (Pierce) with protease and phosphatase inhibitor tablets (Roche). Protein concentration was measured using the Pierce BCA Protein Assay kit (Thermo Fisher Scientific) and 30 μg of protein was analyzed by immunoblot.

### Cytokine profiling

Mouse cytokine secretion was assessed in vitro. Cells were irradiated with 5 Gy and cultured for 24 h, 72 h or 120 h and then supernatants were collected and stored at −80 °C. Mouse cytokines were analyzed by the Stanford University Human Immune Monitoring Center using a Luminex 38-plex mouse cytokine array.

### Immunostaining

Tumor samples were fixed in 10% neutral buffered formalin and embedded in paraffin before staining with H&E or immunostaining. Tumor sections were dewaxed, antigen retrieval was performed with proteinase K treatment (20 µg ml^−1^ for 15 min; Thermo Fisher Scientific, 25530049) and sections were stained with rat anti-mouse F4/80 antibody (1:50 dilution, BM8, Invitrogen). DAB was developed until precipitation was noted in specific areas of tumor sections using the HRP/DAB kit (Abcam, av64238). To block non-specific signal and increase sensitivity, the Avidin/Biotin Blocking kit (Vector Laboratories) and TSA Biotin kits (PerkinElmer) were used.

### RT–qPCR

Total RNA was extracted using the RNAeasy Mini kit (QIAGEN). For RT–qPCR, 1 µg of total RNA was used to make cDNA using the NEB ProtoScript cDNA synthesis kit and cDNA was diluted 1:20 before use. Primers used are listed in Supplementary Table 6.

### Potential abscopal responses in a patient with small cell lung cancer

The patient shown in Extended Data Fig. 9a–c was initially treated with four cycles of carboplatin and etoposide. The patient had a recurrence in a left breast mass, mediastinal lymphadenopathy, liver lesions and a pancreatic mass, 76 d after completion of platinum-based chemotherapy. Subsequently the patient was enrolled in two investigational combination treatment clinical trials (durvalumab and olaparib; ClinicalTrial.gov identifier, NCT02484404 and berzosertib and topotecan, NCT02487095). After palliative radiation to growing mediastinal lymph node lesions (3,000 cGy/10 fractions), the patient was treated on a clinical trial of M7824 (bintrafusp alfa), a first-in-class bifunctional fusion protein composed of the extracellular domain of the TGF-βRII receptor (a TGF-β ‘trap’) fused to a human IgG1 monoclonal antibody blocking PD-L1 administrated at a dose of 1,800 mg m^−2^ intravenously every 3 weeks until isolated disease progression in the brain 7 months later. The patient provided written informed consent. The trial was conducted under an institutional review board approval (NCI identifier, 18-c-0110). Tumor samples of metastatic left cervical lymphadenopathy were collected before and after radiation by experienced interventional radiologists at the NIH for research purposes. Tumor RNA was sequenced and normalized to log_2_-transformed Trimmed mean of M values normalized fragments per kilobase of exon per million reads, mapped as previously described^76^. To deconvolute bulk gene expression data to immune subsets and SCLC transcriptomic subtype^77^, we applied CIBERSORTx with default parameters^70^. For immune subset analysis, we used the LMP6 gene set and weight^78^.

### Statistical and reproducibility

Data collection and analysis were not performed blind to the conditions of the experiment. Statistical significance was assayed with GraphPad Prism software. Data are represented as mean ± s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, NS not significant. Tests used are indicated in figure legends. No statistical method was used to predetermine sample sizes, but our sample sizes are similar to those reported in previous publications^20,56^. Data distribution was assumed to be normal, but this was not formally tested. No data were excluded from the analysis. To compare growth curves, we used two-way ANOVA followed by Student’s *t*-tests. When comparing more than two groups, we first performed one-way ANOVA, followed by Student’s *t*-tests. If the *F*-test for variance showed a significantly different distribution between two groups being compared (*F*-test *P* < 0.05), the nonparametric Mann–Whitney *P* value was reported instead of the Student’s *t*-test *P* value.

### Reporting summary

Further information on research design is available in the Nature Portfoilio Reporting Summary linked to this article.

### Supplementary information

Reporting Summary.

Supplementary Table Supplementary Tables 1–6.

## Data Availability

RNA-seq and scRNA-seq data are available on GEO under accession code GSE156106. Source data are provided with this paper. All other data supporting the findings of this study are available from the corresponding authors upon request.

## Source data

Source Data Fig. 1 Statistical Source Data.
Source Data Fig. 2 Statistical Source Data.
Source Data Fig. 3 Statistical Source Data.
Source Data Fig. 4 Statistical Source Data.
Source Data Fig. 5 Statistical Source Data.
Source Data Fig. 6 Statistical Source Data.
Source Data Fig. 7 Statistical Source Data.
Source Data Extended Data Fig. 1 Statistical Source Data.
Source Data Extended Data Fig. 2 Statistical Source Data.
Source Data Extended Data Fig. 3 Statistical Source Data.
Source Data Extended Data Fig. 3 Unprocessed immunoblots.
Source Data Extended Data Fig. 4 Statistical Source Data.
Source Data Extended Data Fig. 5 Statistical Source Data.
Source Data Extended Data Fig. 6 Statistical Source Data.
Source Data Extended Data Fig. 7 Statistical Source Data.
Source Data Extended Data Fig. 8 Statistical Source Data.
Source Data Extended Data Fig. 9 Statistical Source Data.
Source Data Extended Data Fig. 10 Statistical Source Data.

How the deposited data were processed for this re-analysis (not part of the article)

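The data were bulk RNA sequencing libraries of KP1 mouse SCLC cells in culture, 2 from control cells and 3 from irradiated cells, collected 24 h after 5 Gy. Groups and replicate numbers were taken from the sample labels and from the heading of Supplementary Table 1, which names 2 controls and 3 irradiated samples. The controls carry the numbers 2 and 3 and the irradiated samples 1, 2 and 3. The single-cell RNA sequencing samples of the study were not analysed here.

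The authors quantified the reads with Salmon at default settings against mm10, and deposited for each library the estimated counts of reads per transcript, which are expected counts that need not be whole numbers and are not scaled for depth or length. The authors also deposited Salmon's TPM, an abundance scaled to the same total within each library. The deposited files further hold each transcript's length and Salmon's effective length in bases. The paper's text does not name the Salmon version or the annotation release. For differential expression the authors used DESeq2 with independent hypothesis weighting, and for GO terms they used Metascape. Neither independent hypothesis weighting nor GO annotation was used here.

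Transcript identifiers were matched without their version suffix to GENCODE M21 on GRCm38. Of 113116 transcripts, 112762 (99.69%) matched, carrying 99.87% to 99.88% of the reads of each library, and their estimated counts were summed into 35056 genes and rounded to whole numbers. The libraries held 21185956 to 31036317 reads, with a median of 28734391 in control and 24469945 in irradiated cells. A gene's detection floor was taken as 3 reads. The floors cover counting error only. Confidence intervals of log2 fold changes rest on standard errors worked back from edgeR's F statistic, which also include the spread between libraries.

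The comparison of irradiated with control cells used edgeR 4.0.16 in R 4.3.3 with the filterByExpr filter, TMM normalization, the quasi-likelihood test and Benjamini-Hochberg adjustment, without a block. Genes were called at the paper's thresholds, a log2 fold change above 1.5 or below −1.5 and an adjusted p under 0.05. The common dispersion was 0.0542. The first principal component of log2 CPM held 61.6% of the variance and ordered the control libraries at −86.9 and −31.4 and the irradiated libraries at 49.9, 48 and 20.4. Gene sets were tested with camera from limma 3.58.1 on the mouse Reactome sets shipped with fgsea 1.28.0, with at least 10 tested genes per set and an inter-gene correlation of 0.01. Differences printed with camera's p are of mean log2 fold changes, which camera does not test, so their signs can disagree. With the GC offset, camera placed the mitotic cell cycle set lower although its difference was 0.009. Over-representation used Fisher's exact test, and the matched draws used 10000 random gene lists over 50 bins of transcript length. Near-identical genes were found with blastn 2.17.0 at 95% identity over 80% of the length of a gene's main transcript. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 prepared the tables and plots.

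The genes named were fixed by a rule: the genes the paper names for KP1 cells in culture, a set of transcription factors of SCLC, the genes listed in Supplementary Table 3 for 4 terms on inflammation, macrophage migration and stress, and in each direction the 5 genes with the smallest p past the thresholds whose irradiated libraries all lay on the same side of both controls. Genes outside this rule are marked where they appear, and 1 gene within it is not reported here. This rule, the main design and all alternatives were set before the data were examined, apart from those marked as chosen after the data were seen.

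The pairing under the replicate block comes only from the numbers 2 and 3, which both groups carry, and irradiated replicate 1 has no weight in it. This block and the crossed block each leave 1 residual degree of freedom, so their adjusted p values rest largely on spread shared across genes. Neither the labels nor the paper say that cultures with the same number were handled together. The alternatives were DESeq2 1.42.0 with Benjamini-Hochberg adjustment, other normalizations, other filters on low counts, protein-coding genes alone, offsets from Salmon's effective length, offsets from a spline with 5 degrees of freedom on transcript length or GC content, the replicate block with and without the length offset, the transcript as the unit, other thresholds, and each replicate left out in turn. The spline offsets remove any trend with length or GC content in a library, whether technical or biological. Leaving out a control library leaves 1 control, so those comparisons give values without a test.

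The single-gene tests of edgeR and DESeq2, the replicate block and the length offset were tested on simulated counts drawn from the means and library sizes of the real genes, with 200 genes changed by a log2 fold change of 2. edgeR recovered 96.5% of them with 7 false among 200 calls (13796 genes tested), DESeq2 recovered 94.5% with 11 false (14106 genes) and edgeR with the replicate block recovered 95% with 15 false (13796 genes). With a simulated trend with transcript length, edgeR recovered 81.5% with 362 false among 525 calls, and with the length offset it recovered 96% with 7 false (13818 genes in both). On the simulated counts without a length trend, camera and the over-representation test both found the changed set and 0 random sets. The simulated genes were drawn independently of each other, so this cannot show how camera behaves when genes vary together.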

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

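The tests of p53 target induction, and those of gene length and GC content on the p53 target genes, were chosen only after the result was seen. The paper does not discuss target genes of hypoxia-inducible factor (HIF) or of p53 as groups, although its Supplementary Table 2 lists single HIF target genes such as *Bnip3*, *Aldoc*, *Car9* and *Higd1a* as induced. Both lists of genes were higher in irradiated than in control KP1 cells. They are 2 of 4 lists tested with camera on edgeR's model, and each adjusted p for a list is camera's p with Benjamini-Hochberg adjustment over the 4 lists. This adjustment was chosen after the unadjusted values were seen, and the tests had first been set on the unadjusted p.

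The HIF target list had 35 symbols, found as 36 tested gene identifiers, with a mean log2 fold change 0.976 above that of the other genes (adjusted p = 6.43e-14). Of the 36, 33 had a log2 fold change above 0, and 21 were higher with an adjusted p under 0.05 from edgeR over all genes, or 25 over the list alone. A log2 fold change above 1.5 with an adjusted p under 0.05 was reached by 7 of them. *Ldha*, *Pgk1* and *Ankrd37*, named after their values were seen, had log2 fold changes of 1.30, 1.34 and 2.44, while *Vegfa* had 0.51 (adjusted p = 0.212 from edgeR). Gene length was tested with the transcript length offset, under which the difference was 0.838 (adjusted p = 5.33e-19). With the offset for GC content the difference was 0.929 (adjusted p = 6.37e-13). With every library thinned to the smallest depth it was 0.963 (adjusted p = 1.16e-13), and without the 1 gene that has a near-identical copy it was 0.978 (adjusted p = 2.34e-13). With the replicate number as a block it was 0.991 (adjusted p = 4.62e-12), and with the block and the length offset 0.851 (adjusted p = 2e-16). With the correlation between genes estimated from the data the adjusted p was 0.0292, the largest of the settings run, which reached down to 5.33e-19. Leaving out irradiated replicates in turn gave 0.97 to 1.003. The length and GC offsets lowered the difference and left it past the threshold, so these trends do not fully account for it. Equal depth hardly moved it, and leaving out 1 gene of 36 shows little about near-identical copies. Induction of HIF target genes after irradiation remains as a hypothesis, found and tested on the same libraries. The density of the cultures and their oxygen supply at collection were not given by the labels or the paper, and the hypothesis may not be told apart from a difference in these between the groups.

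The p53 target list had 40 symbols, of which 37 were tested, with a mean log2 fold change 0.47 above that of the other genes (adjusted p = 0.0415). Of the 37, 26 had a log2 fold change above 0, and 8 were higher with an adjusted p under 0.05 from edgeR, over all genes and over the list alone. The gene past both thresholds was *Dcxr*, and *Cdkn1a*, *Bbc3* and *Mdm2* had log2 fold changes of 1.12, 1.40 and 0.00 with adjusted p values of 0.0192, 0.00954 and 0.991 from edgeR. These genes were named after their values were seen. With the transcript length offset the difference was 0.468 (adjusted p = 0.00321), with the GC offset 0.452 (adjusted p = 0.0413) and with thinned libraries 0.479 (adjusted p = 0.0335). None of the 37 tested genes had a near-identical copy, so leaving out such genes removed nothing and the adjusted p stayed at 0.0415, which tests nothing, and reads shared at a lower identity cannot be told apart from the difference. With the replicate number as a block the difference was 0.477 (adjusted p = 0.0174), and with the block and the length offset 0.473 (adjusted p = 0.000861). The list was not past the threshold with effective length offsets (adjusted p = 0.0517), with at least 10 reads required in every library (adjusted p = 0.0766) or with the correlation between genes estimated from the data (adjusted p = 0.588), the largest of the settings run. In the first 2 of these the unadjusted p was under 0.05. The difference was 0.468 with the length offset and 0.452 with the GC offset, against 0.47 without them. For this list, these values argue against trends with transcript length or GC content as the source of the difference. Equal depth hardly moved it, and other technical explanations are not excluded. Whether a response in cells the paper describes as p53 mutant would depend on p53 was not tested, and a response of these genes to irradiation may be proposed only as a hypothesis.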

How the results depend on the processing

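The genes higher (230) and lower (268) after irradiation differed in number between the alternatives. With the transcript length offset there were 39 higher and 116 lower genes, and with the replicate block and the length offset 9 and 15. With the transcript as the unit there were 0 and 0 of 40440 transcripts, with 5047 higher and 3360 lower at an unadjusted p under 0.05, and the smallest adjusted p was 0.0893. The replicate block alone gave 187 higher and 114 lower genes, and the block with crossed numbers, chosen after the data were seen, gave 275 and 207. An adjusted p under 0.05 with no fold change threshold gave 1786 and 1827 genes, and an adjusted p under 0.01 gave 56 and 73. Without a filter on low counts 362 genes were higher and 323 lower, and with at least 10 reads required in every library 182 were higher and 161 lower. Across the 3 fits that each left out an irradiated replicate, 94 to 314 genes were higher and 119 to 256 were lower. DESeq2, DESeq2's size factors in edgeR, upper-quartile factors, library size alone, protein-coding genes alone, effective length offsets and the GC offset kept both counts within 1.5 times, from 191 to 307 higher and from 203 to 312 lower. The length offset is fitted to the trend in each library, so it would also remove a biological trend with length, and the cause of the change in counts was not tested by it.

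Of the called genes, 46.2% were higher. This share was 58% with library size alone, 56.6% with effective length offsets, 25.2% with the transcript length offset, 62.1% with the replicate block and 57.1% with the crossed block. Library size alone moved the median log2 fold change of all genes from 0.017 to 0.103. The genes higher under the replicate block included 152 of the 230, those under DESeq2 225, and those under the length offset 36.

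The share of the paper's readable induced genes called higher here, 56.1%, was 67.4% with DESeq2, 69.5% without a filter, 48.4% with at least 10 reads in every library, 43.2% with the GC offset, 43.5% with the replicate block, 11.2% with the transcript length offset and 1.8% with the block and the length offset. With an adjusted p under 0.05 alone it was 63.5%, and with an adjusted p under 0.01 it was 16.5%. It was 26.7% to 57.2% across the 3 fits that each left out an irradiated replicate. The cause was not tested.

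Cellular responses to stress kept its direction and did not pass the threshold under any of the alternatives run, with differences of 0.037 to 0.171. Cytokine signaling did not pass the threshold either, and its difference of −0.039 turned to 0.027 with the transcript length offset and to 0.044 with the replicate block and the length offset. Respiratory electron transport differed by 0.872 and fell short of the threshold with the correlation between genes estimated from the data (0.872, adjusted p = 0.714 from camera). In its other alternatives the difference was 0.391 to 0.951, with adjusted p values of 2.76e-23 to 3.76e-07 from camera. The enriched Reactome sets, 21, were 0 with length-matched draws (22 at an unadjusted p under 0.05), 0 for calls with the transcript length offset (6) and 0 for calls with the replicate block and the length offset (6), a setting chosen after the data were seen. The remaining alternatives that kept all 5 libraries gave 21 to 23 sets, among them a background of tested genes in at least 1 Reactome set (21). That background was chosen after the data were seen, as were the 3 fits that each left out an irradiated replicate, which gave 15 to 25 sets. With the length offset the number of genes to test fell to 39, and with the block and the offset to 9, which limits what an over-representation test can find.

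For the 38 genes chosen by the rule, 532 comparisons with an alternative were made. Of these, 456 kept their direction and their side of an adjusted p of 0.05, whether or not the log2 fold change stayed past 1.5, or a value within the replicate spread where no test was possible, 44 lost significance, 16 gained it, 10 moved by more than the replicate spread and 6 reversed. Of the 44, 21 came with the replicate block and the length offset and 7 with the length offset alone. Leaving out irradiated replicates 1, 2 and 3 in turn lost 3, 4 and 1. The 6 reversals were all of log2 fold changes near 0. *Csf1* moved from 0.08 to −0.03 with the GC offset. *Neurod1* moved from 0.01 to −0.01 with DESeq2's size factors, −0.19 with the replicate block, −0.18 with the block and the length offset, −0.20 with the crossed block, and to −0.20 to 0.11 across the 3 fits that each left out an irradiated replicate, being −0.20 without irradiated replicate 1. Both blocks give irradiated replicate 1, the only library with its number, no weight in the log2 fold change, as does leaving it out. The cause of the moves with the GC offset and with DESeq2's size factors was not tested. The depth limits *Ccl2*, *Ccl7* and *Pou2f3*, which had too few reads to be tested. *Yap1* and *Csf1* had standard errors of 0.78 and 0.59. *Ddt* and *Atox1*, with more reads in every library, had 0.6 and 0.65, so depth alone need not set errors of this size.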

Differences from the paper's values

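The log2 fold change of *Pparg* after irradiation was 0.92, against the paper's 1.91 (Supplementary Table 2). Of the alternatives listed here, all set before the data were examined, only leaving out control replicate 3 closed the gap, with 1.84. DESeq2 (0.93), library size alone (0.98), DESeq2's size factors in edgeR (0.91), effective length offsets (0.75), the transcript length offset (0.77), the GC offset (0.99), the replicate block (1.14), the block with the length offset (0.97), leaving out control replicate 2 (0.39) and leaving out irradiated replicates 1, 2 and 3 (1.01, 0.98 and 0.77) did not.

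The log2 fold change of *Car9* was 2.30, against the paper's 1.90. Effective length offsets (1.97), the transcript length offset (1.89) and the replicate block with the length offset (1.81), all set before the data were examined, gave values within the larger replicate spread of the paper's. DESeq2 (2.31), library size alone (2.38), DESeq2's size factors in edgeR (2.28), the GC offset (2.16), the replicate block (2.21) and leaving out any of the 5 libraries (2.21 to 2.36) did not.

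The paper's tables count 321 genes higher and 256 lower, against 230 and 268 here, each within 1.5 times. Among the genes of the paper's inflammation and stress terms, 5 that Supplementary Table 2 lists as induced had fold changes past the threshold here but an adjusted p of 0.0512 to 0.0841 from edgeR. They are *Ddt*, *Gstp2*, *C1qtnf4*, *Atox1* and *Hspa1a*. All 5 were called without a filter on low counts, and 4 of them, all but *Atox1*, with DESeq2. *Ddt*, *C1qtnf4* and *Hspa1a* were also called with at least 10 reads required in every library. *Ddt* was also called with DESeq2's size factors in edgeR, upper-quartile factors and protein-coding genes alone. *Ddt* and *Atox1* were called with the replicate block. *Ddt*, *Gstp2* and *Hspa1a* were called without irradiated replicate 3. The block with crossed numbers, chosen after the data were seen, called *Ddt*, *C1qtnf4*, *Atox1* and *Hspa1a*. *Pparg* was called under none of the settings run.

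The paper states that the processes of its induced genes were enriched for inflammation and stress response. Here the Reactome sets cellular responses to stress and cytokine signaling differed from other genes by 0.144 and −0.039 (adjusted p = 0.637 and 0.903 from camera), and none of the settings run brought either past the threshold. These are other gene sets and another test than the paper's.

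Supplementary Table 4 is headed as terms from genes lower after irradiation. Of the 31 genes it lists, 30 were tested here, and 29 had positive and 1 a negative log2 fold change.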

Other observations

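The tests of long-transcript recovery, of a few genes taking most reads, of *Csf1* read depth and of the direction of the genes of Supplementary Table 4 were chosen only after the result was seen. The olfactory receptor genes were chosen after their values were seen, and so was the use of adjusted p values in the tests of gene lists and of the mitotic set, which had first been set on the unadjusted p.

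The log2 fold change after irradiation fell with transcript length. Spearman's rho across the 14106 tested genes, which are not independent replicates, was −0.538, and −0.548 with the replicate block. Between libraries of the same group, rho with length was −0.292 for the log2 ratio of control replicate 3 to control replicate 2, −0.512 for irradiated replicate 2 to 3, −0.243 for irradiated replicate 1 to 3 and 0.222 for irradiated replicate 1 to 2. Libraries with the same treatment therefore differed along length, and recovery of long transcripts that differs between libraries whatever their treatment is a candidate explanation (−0.292). Each control library still lay on the other side of each irradiated library, with rho of the deviation from the mean of 0.496 and 0.424 in the control and −0.39, −0.586 and −0.269 in the irradiated libraries, so an effect of irradiation on long transcripts is not excluded. Lower transcription of genes that span much genome was tested with the partial rho with genomic span at a given transcript length, −0.091, against −0.445 for transcript length at a given span. At a given GC content rho with length was −0.51. With libraries thinned to the smallest depth it was −0.553, and with protein-coding transcripts alone −0.615, so the trend was no weaker at equal depth or without intron-retaining transcripts. The 20 top genes took an equal share of the reads in both groups (ratio 1). With a spline offset for length the rho was −0.051. Neither the labels nor the paper give RNA integrity or library batches, and the trend cannot be told apart from a difference in RNA quality or library preparation.

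In 12 genes one group had a mean of at least 50 reads and the other had 0, 6 with reads in control cells alone and 6 in irradiated cells alone. Some, named after their values were seen, also had 0 reads within that group. These were *Rps13-ps2* and *Gm3888* in control replicate 3, *Gm14440* in control replicate 2, and *Gm6741* and *Gm6565* in irradiated replicate 3. *Gm20388* had reads in irradiated replicate 3 alone and *Gm28438* in irradiated replicate 2 alone. Irradiation alone does not account for these. The main transcript of 100% of the 12 matched a transcript of another gene (at least 95% identity over at least 80% of its length), against 5.7% of 300 genes of similar read number. Reads shared between near-identical transcripts are a candidate explanation for these differences. No biological explanation was tested.

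*Csf1* had 20 and 45 reads in control and 32, 24 and 39 reads in irradiated cells, a log2 fold change of 0.08 (standard error 0.59, adjusted p = 0.928 from edgeR, 95% confidence interval −1.26 to 1.42). In a separate RT-qPCR experiment the paper's mean fold for *Csf1* in KP1 cells was 7.25, a log2 fold change of 2.86, above the upper bound of 1.42. That mean is of 2 experiments, and the paper's text does not give their time after irradiation. The bound is approximate at these read numbers. It argues against the number of reads alone as the cause only if the times match. Leaving out control replicate 2 or 3 gave −0.40 or 0.87. With the replicate block it was 0.18. *Ccl2* had 0 and 0 reads in control and 5, 1 and 0 reads in irradiated cells, and *Ccl7* had 0 reads in each library, so changes of these genes were not detectable at this depth. The paper's mean RT-qPCR folds were 2.86 for *Ccl2* and 6.44 for *Ccl7*.

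Of 37 secreted factors in Supplementary Table 5, 5 had a gene that was tested here. The paper's ratios of irradiated to unirradiated supernatant at 24 h were 1.06 for CSF1, 1.13 for CCL2 and 1.26 for MCP3. Across the 5 factors, Spearman's rho between the paper's ratio and the log2 fold change of the gene was 0.6 (exact permutation p = 0.35), and 5 values are too few to settle whether the supernatant follows the RNA.

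Macrophage RNA in the cultures was tested as a source of immune genes with 10 marker genes. The highest median TPM of the markers in any library was 0.126, and *Cd68*, the highest of them, had 4.06 and 6.62 TPM in control and 1.60, 0.992 and 1.35 TPM in irradiated cells. The markers give no sign of macrophage RNA that is higher in the irradiated cultures.

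Type I interferon response genes differed from other genes by −0.004 (adjusted p = 0.705 from camera on edgeR's model, over 4 gene lists). Of 30 listed genes 18 were tested, 9 had a log2 fold change above 0, and 0 had an adjusted p under 0.05, while 1 was higher and 3 were lower at an unadjusted p under 0.05. ATF4 target genes, the integrated stress response, differed by 0.395 (adjusted p = 0.0823 from camera), with 19 of 28 above 0, 5 higher with an adjusted p under 0.05 from edgeR and 7 with adjustment over the list alone. The ATF4 list was past the threshold without irradiated replicate 2 (adjusted p = 0.0277) and without irradiated replicate 3 (adjusted p = 0.0304). It was not past it without irradiated replicate 1 (adjusted p = 0.411), with the length offset (adjusted p = 0.17), the GC offset (adjusted p = 0.258) or the replicate block (0.23, adjusted p = 0.34). With effective length offsets it was past 0.05 only without adjustment (adjusted p = 0.0517), and the adjusted p ranged from 0.0277 to 0.71 across the settings run. With all libraries neither response was past the threshold.

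Genes of the mitotic cell cycle, expected lower after irradiation, differed by −0.046 (adjusted p = 0.401 from camera, over all sets), with 191 of 391 genes above 0, so there was no difference past the threshold to explain. With the transcript length offset the difference was −0.075 (adjusted p = 0.0896), with the GC offset 0.009 (adjusted p = 0.859), with the replicate block −0.087 (adjusted p = 0.238), and with the block and the length offset −0.117 (adjusted p = 0.0163). Without ribosomal protein and proteasome genes it was −0.119 (adjusted p = 0.0425) over the 347 remaining genes. These last 2 were past the threshold, the length offset alone was so only at an unadjusted p, and the adjusted p ranged from 0.0163 to 0.859 across the settings run. A lower mitotic program may be masked or mimicked by length and GC content, which cannot be told apart here.

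The heading of Supplementary Table 4 names lower genes. If its genes were lower, their log2 fold changes here would be negative, and 3.3% of the 30 tested genes had a negative value.

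Reads on 1406 olfactory receptor genes came to 739.5 and 553.9 CPM in control and 222.0, 255.1 and 330.7 CPM in irradiated cells, scaled to all reads of the library without TMM. With 2 libraries against 3 the exact permutation p is 0.1, the smallest the design allows. No explanation was tested.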
